# Tumor-localized catalases can fail to alter tumor growth and transcriptional profiles in subcutaneous syngeneic mouse tumor models

**DOI:** 10.1016/j.redox.2023.102766

**Published:** 2023-06-05

**Authors:** Allison Sheen, Yash Agarwal, Keith M. Cheah, Sarah C. Cowles, Jordan A. Stinson, Joseph R. Palmeri, Hadley D. Sikes, K. Dane Wittrup

**Keywords:** Catalase, Tumor-localized, Cancer, Transcriptional profile, RNAseq, Redox-directed therapies

## Abstract

Catalase is an antioxidant enzyme that catalyzes the rapid conversion of hydrogen peroxide to water and oxygen. Use of catalase as a cancer therapeutic has been proposed to reduce oxidative stress and hypoxia in the tumor microenvironment, both activities which are hypothesized to reduce tumor growth. Furthermore, exposing murine tumors to exogenous catalase was previously reported to have therapeutic benefit. We studied the therapeutic effect of tumor-localized catalases with the aim to further elucidate the mechanism of action. To do this, we engineered two approaches to maximize intratumoral catalase exposure: 1) an injected extracellular catalase with enhanced tumor retention, and 2) tumor cell lines that over-express intracellular catalase. Both approaches were characterized for functionality and tested for therapeutic efficacy and mechanism in 4T1 and CT26 murine syngeneic tumor models. The injected catalase was confirmed to have enzyme activity >30,000 U/mg and was retained at the injection site for more than one week *in vivo*. The engineered cell lines exhibited increased catalase activity and antioxidant capacity, with catalase over-expression that was maintained for at least one week after gene expression was induced *in vivo*. We did not observe a significant difference in tumor growth or survival between catalase-treated and untreated mice when either approach was used. Finally, bulk RNA sequencing of tumors was performed, comparing the gene expression of catalase-treated and untreated tumors. Gene expression analysis revealed very few differentially expressed genes as a result of exposure to catalase and notably, we did not observe changes consistent with an altered state of hypoxia or oxidative stress. In conclusion, we observe that sustained intratumoral catalase neither has therapeutic benefit nor triggers significant differential expression of genes associated with the anticipated therapeutic mechanism in the subcutaneous syngeneic tumor models used. Given the lack of effect observed, we propose that further development of catalase as a cancer therapeutic should take these findings into consideration.

## 1 Introduction

Catalase regulates reactive oxygen species (ROS) levels in aerobic organisms by catalyzing the conversion of hydrogen peroxide to water and oxygen [1]. Administration of exogenous catalase as a cancer therapeutic has been proposed to modulate the tumor microenvironment (TME) by: 1) decreasing oxidative stress by reducing the level of hydrogen peroxide and 2) decreasing hypoxia by increasing the amount of oxygen [[2], [3], [4], [5], [6], [7], [8], [9], [10]]. Both mechanisms are proposed to inhibit tumor growth.

Hypoxia is common in solid tumors and has long been an attractive target for cancer therapy [11,12]. It is known to aid in tumor progression and resistance to therapy by contributing to angiogenesis, altered metabolism, metastasis, evasion of immune responses, chemoresistance, and radioresistance [[12], [13], [14], [15], [16], [17]]. In the presence of tumor endogenous hydrogen peroxide, it has been proposed that catalase can generate oxygen, potentially decreasing hypoxia [[2], [3], [4], [5]].

Many cancer cell types exhibit elevated ROS levels and production of hydrogen peroxide due to metabolic and signaling abnormalities [18,19]. ROS production increases due to acquisition of oncogenic mutations, loss of tumor suppressors, metabolic hyperactivity, and hypoxic adaptations [20]. Additionally, some cancer cells have a decreased ability to metabolize hydrogen peroxide, leading to an excess of hydrogen peroxide relative to normal cells [21]. Hydrogen peroxide in particular is known to affect numerous intracellular signaling pathways [22], regulating processes such as cell proliferation, differentiation, migration, cell death, oxygen sensing, angiogenesis, tumorigenesis, and immune function [[22], [23], [24], [25]]. Hence, reduction of hydrogen peroxide by catalase could slow tumor growth by disrupting these pro-tumorigenic signaling pathways.

While ROS are known to promote pro-tumorigenic signaling, ROS can also promote anti-tumorigenic signaling and cause cancer cell death mediated by oxidative stress [20]. Based on this dual activity of ROS, catalase may play a dichotomous role in cancer, acting to suppress or promote tumor growth and metastasis depending on the metabolic landscape and redox status of cancer cells [26]. Studies have previously shown downregulation of catalase in some cancers and upregulation of catalase in other cancers is associated with tumor progression and metastasis. Furthermore, preclinical studies and clinical trials have shown that dietary antioxidant supplements can increase tumor growth, metastasis, or incidence of cancer [[27], [28], [29], [30]]. Catalase may exert differential effects on tumor growth and metastasis depending on the balance of pro- and anti-tumorigenic activities of hydrogen peroxide in cancer cells within the tumor.

Previous studies have shown that catalase can contribute to efficacy in certain mouse tumor models, but the results, context, and mechanistic explanations are inconsistent across studies [[2], [3], [4], [5], [6], [7], [8], [9], [10]]. Interpreting the function of catalase is often further complicated by the inclusion of other therapeutic agents. In metastatic models, catalase has been demonstrated to reduce the number of disseminated tumor cells and prolong survival, an action attributed to depletion of hydrogen peroxide [[8], [9], [10]]. In flank tumor models, catalase has not shown efficacy as a monotherapy, but produced cures in combination with radiation, which was attributed to hypoxia reduction [2,3]. A key component to many of these studies is attempting to maximize and maintain catalase exposure at the tumor site.

We studied the efficacy of catalase cancer therapy in subcutaneous syngeneic mouse tumor models with a further aim to elucidate potential mechanisms of action. We maximized intratumoral catalase exposure by injecting engineered catalase anchored to co-injected aluminum hydroxide (alum) particles; a strategy we previously showed enables weeks of intratumoral retention [31,32]. In addition to extracellular anchored catalase, we overexpressed intracellular catalase in tumor cell lines, with the aim of disrupting peroxide-mediated intracellular signaling [22].

In this work, we evaluate the efficacy of tumor-localized extracellular and intracellular catalase in subcutaneous syngeneic mouse tumor models. These models are non-metastasizing and therefore these studies do not address potential impacts of catalase on metastasis. Despite prolonged tumor-localized catalase activity, catalase alone or in combination with radiation did not improve treatment efficacy, as measured by primary tumor growth and survival, contrasting with prior studies [2,3]. Furthermore, increased catalase exposure failed to induce detectably altered gene expression programs attributable to either decreased oxidative stress or hypoxia.

## 2 Materials and methods

**Mice.** Female Balb/C (Taconic, BALB-F), C57BL/6 (Taconic, C57BL/6NTac), and albino B6 (JAX, 000058) mice were purchased and maintained in the animal facility at MIT. Six-to 12-week old mice were used in experiments. All animal studies and procedures were carried out following federal, state, and local guidelines under an institutional animal care and use committee-approved animal protocol by the Committee of Animal Care at MIT.

**Cell culture and stable-line generation.** 4T1 (American Type Culture Collection [ATCC]) and CT26 (ATCC) were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (ATCC) supplemented with 10% fetal bovine serum (FBS, Gibco). HEK293-FT (Invitrogen), B16F10 (ATCC), MC38 (a gift from J. Schlom, National Cancer Institute, Bethesda, MD), and B16F19 Trp2KO [33] were cultured in Dulbecco's modified Eagle's medium (DMEM, ATCC) supplemented with 10% FBS. All cells were cultured at 37 °C and 5% CO_2_. 4T1 and CT26 cell lines with doxycycline (DOX)-inducible expression of GFP (control) or CAT and GFP (CAT) were generated by lentiviral transduction. All cell lines tested negative for mycoplasma.

**Cloning and plasmid preparation.** A DNA sequence encoding human catalase (CAT) was purchased as a gBlock gene fragment (IDT). CAT was cloned with or without an C-terminal LPSTG motif for sortase-mediated transpeptidation and both were cloned with 6-His tag into the pE vector (sequences in SI) using In-Fusion cloning (Takara Bio). Sortase A pentamutant (eSrtA) in pET29 was a gift from David Liu (Addgene plasmid #75144). Plasmids were then transformed and amplified in Stellar cells for sequencing or in Rosetta 2 DE3 *E. coli* cells (Novagen) for protein expression. GFP or CAT and GFP (separated by a T2A peptide) (sequences in SI) were cloned into the pCW57.1 lentiviral vector, a doxycycline (DOX) inducible vector for mammalian expression. pCW57.1 was a gift from David Root (Addgene plasmid #41393). Plasmids were transformed and amplified in One Shot Stbl3 cells (Invitrogen).

**Protein expression and purification**. Rosetta cells were transformed, grown to an optical density (OD_600_) of 0.4–0.6, induced with IPTG (0.5 mM), and transferred to 30 °C overnight. Cell pellets were isolated via centrifugation, resuspended in sonication buffer (3% glycerol, 1% Triton-X-100, 300 mM NaCl, 50 mM NaPO_4_, pH = 8) with protease inhibitor (Roche), and sonicated at 4 °C. Lysate was centrifuged at 15,000×*g* for 30 min.

Protein was purified from the filtered supernatant by gravity column using Ni-NTA resin (HisPur™ Thermo Scientific) followed by size-exclusion chromatography using a Superdex® 200 Increase 10/300 GL (Cytiva) column on an AKTA fast protein liquid chromatography system (GE Healthcare). To remove endotoxin, proteins were immobilized on Ni-NTA resin and washed with 0.1% Triton-X-114 in PBS. Proteins were buffer exchanged into tris-buffered saline (TBS) or phosphate-buffered saline (PBS) using Amicon filters (EMD Millipore). Proteins were 0.2 μm-filtered and confirmed for minimal endotoxin (Endosafe®-PTS endotoxin test, Charles River Laboratories). Molecular weight was confirmed by running proteins alongside a Novex Sharp Pre-Stained Protein Standard on a NuPAGE 4–12% Bis-Tris gel (Invitrogen) with MES buffer and SimplyBlue Safe Stain (Life Technologies). Proteins were flash frozen in liquid nitrogen and stored at −80 °C.

**Cell viability H**_**2**_**O**_**2**_**challenge**. Cells were plated at 10,000 cells/well in a 96-well plate, then 24h later, media was supplemented with 0 or 2000 ng/mL doxycycline (DOX, Sigma-Aldrich). 24h later, media was replaced with media +1 mM H_2_O_2_. After 1h exposure to H_2_O_2_, cell viability was measured using CellTiter-Glo® 2 (Promega). Luminescence was quantified using a Tecan Infinite M200 Pro plate reader.

**Catalase activity assay.** Catalase activity was measured using the Góth method [34]. Briefly, 20 μL catalase-containing sample was mixed with 100 μL 65 mM hydrogen peroxide in PBS, incubated for 1 min, then stopped by addition of 100 μL 32.4 mM ammonium molybdate in PBS. Hydrogen peroxide complexes with ammonium molybdate producing an absorbance at 405 nm, which was quantified using a Tecan Infinite M200 Pro plate reader. A405 was converted to H_2_O_2_ concentration using a standard curve. Catalase activity is quantified as mol H_2_O_2_ consumed per min per mole catalase, or mol H_2_O_2_ consumed per min if catalase quantity is unknown. Catalase purified from bovine liver (Sigma-Aldrich, C40) was used as a control.

**Western blot.** Cells (*in vitro*) were lysed with RIPA buffer (Abcam), centrifuged, and supernatant was filtered. Tumor samples to be analyzed were homogenized via physical disruption in T-PER buffer (Thermo Scientific) and protease inhibitor. The tumor lysate was analyzed as is (for extracellular, alum-bound protein analysis) or centrifuged and the supernatant was filtered and collected (for intracellular protein analysis). Protein concentrations were determined using Pierce BCA kit (Thermo Scientific). 1–2 μg of purified protein or 20–50 μg cell lysate was resolved by electrophoresis (4–12% Bis-Tris gel, Invitrogen), transferred to nitrocellulose, and probed with anti-catalase (1:500, Biolegend-863301), anti-beta-actin (1:500, Biolegend 643801), and/or anti-phosphotyrosine (1:1000, Abcam 179530) antibodies. Proteins were visualized using IRDye800CW goat anti-mouse or IRDye680RD goat anti-rabbit IgG secondary and Odyssey Imager (LI-COR).

**In vitro alum binding.** Alum used was Alhydrogel (Invivogen). Proteins were conjugated to Alexa Fluor 647 (AF647) via NHS labeling (Invitrogen). Free dye was removed via buffer exchange using Amicon® Centrifugal Filters. Fluorescently labeled CAT proteins (20 μg) and alum (100 μg) were incubated for 20 min in TBS and rotated at room temperature. The sample was centrifuged for 10 min at 15,000×*g* to pellet alum, the supernatant was aliquoted, and the pellet was resuspended with PBS +10% mouse serum. The tubes were rotated at room temperature. At the indicated time points, samples were centrifuged, and supernatant was aliquoted and replaced with PBS +10% mouse serum. Supernatant fluorescence was measured using a plate reader and converted to alum-bound protein (%) using a standard curve of AF647-labeled protein vs. fluorescence.

**IVIS imaging study.** Proteins were fluorescently labeled as described above. On day 0, albino C57BL/6 mice on alfalfa-free feed were inoculated with 1 × 10^6^ apigmented B16F10 Trp2KO cells s.c. in the right flank. After the tumors were palpable (day 6), tumors were treated intratumorally (i.t.) and non-tumor bearing mice were treated s.c. with 20 μL of AF647-labeled CAT proteins (20 μg) with or without alum (100 μg). Fluorescence at the injected site was imaged using an *in vivo* imaging system (IVIS, Perkin-Elmer) with 640-nm excitation and 680-nm emission filters. Image analysis was done using Living Image (Caliper Life Sciences), and data were normalized to the maximum signal throughout the experiment per protein.

**Tumor treatments and survival.** On day 0, mice were inoculated with 1 × 10^6^ CT26, CT26-CAT, CT26-control, MC38, or B16F10 cells or 0.5 × 10^6^ 4T1, 4T1-CAT, or 4T1-control cells in 50 μL PBS subcutaneously (s.c.) in the right flank. Treatments began on day 5 when tumors were palpable. Mice were sorted into groups to ensure similar starting average tumor area. The dose of CAT-ABP given was 20 μg, similar to the previously reported dosing [2]. The dose of alum given was 100 μg [31]. CAT-ABP and alum were mixed and delivered in TBS. CAT-ABP and alum were dosed every 7 days until euthanasia or a maximum of 4 total doses. For intracellular catalase cell line studies, mice were fed a DOX diet (625 mg/kg, Envigo Teklad) starting on day 5 for a maximum of 4 weeks or until euthanasia. For radiation combination experiments, tumors were treated first with i.t. CAT-ABP and alum or alum alone, followed by radiation. Local tumor radiation (6 or 9 Gy dose) was delivered using an x-ray radiation source (XRad320, Precision X-Ray) and a 1 cm diameter exposure field centered on the tumor. For all tumor studies, tumor area (length x width) and body weights were monitored. Mice were euthanized when tumors exceeded 100 mm^2^.

**RNA purification, sequencing, and analysis.** Whole tumor tissue was homogenized and lysed using gentleMACS M tubes (Miltenyi Biotec) and the RNA_01 program. After homogenization/lysis, samples were run through QiaShredder and RNeasy kit (Qiagen) to purify RNA according to manufacturer's instructions. RNA quality was assessed using a Fragment Analyzer (Agilent). Library prep was performed using the High Throughput 3’ Digital Gene Expression (HT3DGE) method. Sequencing was performed on a Illumina NextSeq system. Raw FASTQ sequencing data was converted to reads per gene using the Smart-seq2 pipeline within TerraBio (Broad Institute). Aligned read data was analyzed in R using DESeq2 [35]. Bulk RNA sequencing was performed with *n* = 5–6 biological replicates/samples per group and 2 technical replicates per sample. After quality control analysis, some technical replicates were excluded due to low read depth.

**Statistics.** Statistics were performed using Prism (GraphPad). Survival was compared by log-rank Mantel-Cox test. As described in figure captions, other metrics were compared by one-way analysis of variance (ANOVA) with Tukey's multiple comparisons test. The *n* and *P* values are indicated in figure legends or captions.

**Data availability.** Bulk RNA sequencing data is publicly available in Gene Expression Omnibus (GEO) at GSE225211.GEO. Additional data that support the findings of this study are available from the corresponding author, KDW, upon reasonable request.

## 3 Results

### 3.1 Development and characterization of tumor-localized extracellular catalase

Extracellular catalase (CAT) was anchored to alum particles via an alum-binding peptide (ABP), which is composed of phosphorylated residues that undergo a ligand exchange reaction with the surface hydroxyls on alum (Fig. 1A) [36,37]. Based on prior work [31,32], we hypothesized that intratumoral injection of alum-anchored CAT-ABP would enable >1 week of retention. To generate CAT-ABP, catalase was recombinantly expressed and fused to ABP using a sortase-mediated transpeptidation reaction (sortagging) (SI Fig. 1A–C). Recombinant fusion of an C-terminal LPSTG motif to CAT enables recognition by the sortase enzyme, which can then attach an ABP (pTyr_4_) modified with an N-terminal poly-glycine motif [[38], [39], [40]]. The sortagged product (CAT-ABP) was purified from the reaction mixture and presence of the phosphorylated peptide in the purified product was confirmed by anti-pTyr western blot (SI Fig. 1D and E). Activity of the recombinant CATs was measured and compared to a purified, commercial CAT (Fig. 1B). CAT, CAT-LPSTG, and CAT-ABP exhibit similar enzyme activity to one another, all with 3–4 fold higher activity than purified, commercial CAT (≥10,000 U/mg), confirming that addition of the LPSTG motif and subsequent attachment of the ABP to CAT does not negatively impact enzyme activity. To evaluate the alum-binding functionality of CAT-ABP, an *in vitro* alum-release assay was performed comparing the ability of CAT-ABP and unmodified CAT to bind alum in serum-containing PBS over time. While CAT and CAT-ABP exhibit similar initial adsorption to alum, CAT rapidly desorbs from alum in serum-containing PBS, while the majority of CAT-ABP protein remains bound to alum over time.

**Fig. 1:**
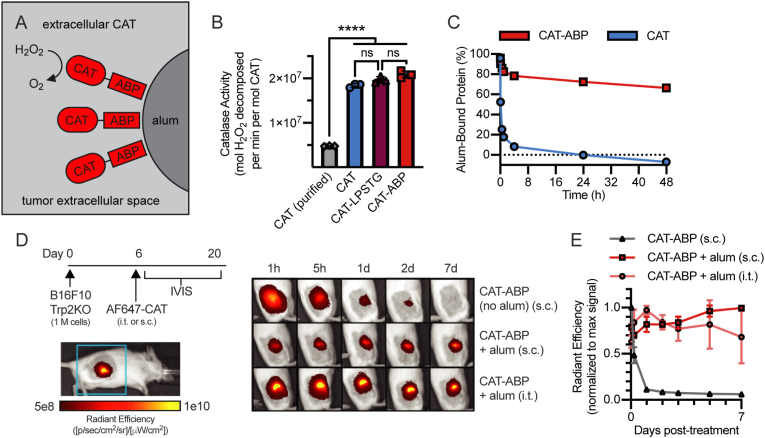
**Characterization of activity and tumor-localization of extracellular catalase. (A)** Approach for extracellular, tumor-localized catalase (CAT). Recombinant CAT fused to an alum-binding peptide (ABP) enables binding to the surface of alum, an injectable particulate material. **(B)** Catalase activity of recombinant catalase proteins compared to a commercial CAT purified from bovine liver. Catalase activity was quantified using the Góth method [34]. **(C)** AF647-labeled CATs and alum were incubated for 30 min in TBS, then resuspended in PBS + 10% mouse serum at t = 0 and replaced at the indicated time points. Fluorescence spectroscopy was used to measure the percentage of protein bound to alum over time; mean±SD (*n* = 3). **(D**–**E)** Non-tumor bearing mice were injected subcutaneously (s.c.) or mice bearing subcutaneous B16F10 Trp2KO tumors were injected intratumorally (i.t.) on day 6 with 20 μg AF647-labeled CAT-ABPs ± 100 μg alum and tracked by IVIS. **(D)** Representative images. The blue box shows the field of view around the tumor. **(E)** Total radiant efficiency at the injection site normalized to max signal; mean±SD (*n* = 3–4). h, hours; d, days. Statistics: catalase activity compared by one-way ANOVA with Tukey's multiple comparisons test. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

Next we evaluated the *in vivo* retention of CAT-ABP. Alexa Fluor 647 (AF647)-labeled CAT-ABP was injected subcutaneously (s.c) in non-tumor bearing mice or i.t. into apigmented B16F10 tumors and the retention at the injection site was tracked for 7 days (Fig. 1D and E). When injected with alum, CAT-ABP was retained at the injection site for all 7 days. In contrast, when injected without alum, CAT-ABP is almost entirely absent from the injection site within 1 day. We confirmed that the retained protein is functional by measuring catalase activity of homogenized tumor samples 4 days after i.t. injection (SI Fig. 2A).

### 3.2 Development and characterization of tumor-localized intracellular catalase

We also engineered the 4T1 and CT26 tumor cell lines to over-express catalase in a doxycycline (DOX)-inducible manner (Fig. 2A), by lentiviral transduction. Catalase expression was localized to the cytoplasm by removal of the native peroxisomal localization motif (KANL) at its C terminus [41,42]. 4T1 and CT26 cell lines were chosen because previous studies have shown that catalase can contribute to slower tumor growth in combination with radiation and/or chemotherapy in these tumor models [[2], [3], [4]]. Control cell lines that only express intracellular GFP were generated in parallel. Both 4T1-CAT and CT26-CAT cell lines show DOX-dependent CAT expression by western blot (Fig. 2B) and accompanying increases in catalase activity (Fig. 2C). To evaluate the functional differences that result from increased intracellular CAT-expression, we measured cell viability after exposure to high concentration (1 mM) hydrogen peroxide (H_2_O_2_) (Fig. 2D). While cells with only endogenous CAT expression (-DOX) show a 60–70% decrease in cell viability after 1 h exposure to H_2_O_2_, cells with increased CAT expression (+DOX) have significantly enhanced antioxidant capacity, showing only a 9–13% decrease in viability.

**Fig. 2:**
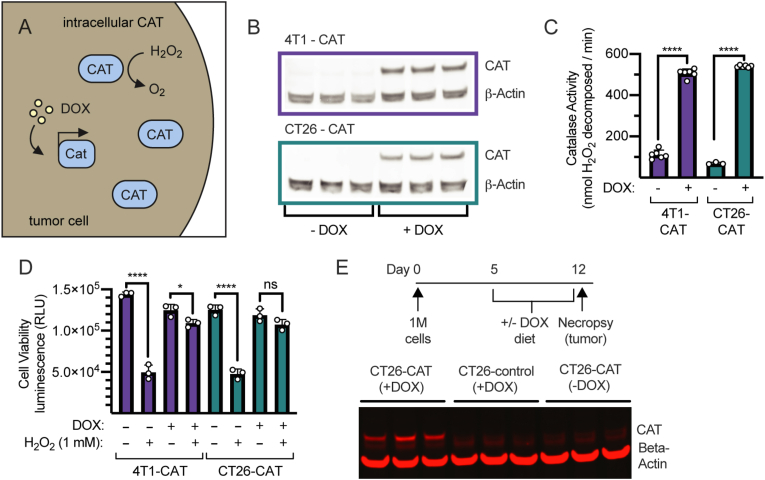
**Characterization of expression and activity of intracellular catalase. (A)** Approach for intracellular, tumor-localized CAT. Tumor cell lines were engineered for doxycycline (DOX)-inducible intracellular CAT overexpression. **(B)** Western blot of catalase and beta-actin (loading control) in cell lysate of 4T1-and CT26-CAT cells cultured ± 2000 ng/mL DOX for 24 h; (*n* = 3 shown) **(C)** Catalase activity in cell lysate. **(D)** Cell viability after exposure to high-concentration hydrogen peroxide. 4T1-and CT26-CAT cells were cultured ± 2000 ng/mL DOX for 24 h, exposed to 1 mM H_2_O_2_ in media for 1 h, then cell viability was measured using CellTiter-GLO luminescence cell viability assay. **(E)** Mice inoculated with CT26-CAT or CT26-control tumor cell lines were placed on a 625 mg/kg DOX diet (+DOX) on day 5 or kept on a regular diet (-DOX), maintained on those diets for 7 days, then tumors were harvested for analysis. Catalase expression was measured in homogenized tumor lysate by western blot (*n* = 3 biological replicates shown). Statistics: catalase activity and cell viability compared by one-way ANOVA with Tukey's multiple comparisons test. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To characterize CAT expression of these cells *in vivo*, mice were inoculated with CT26-CAT or CT26-control cells, then placed on a doxycycline-diet (+DOX) 5 days later or maintained on a regular diet (-DOX). After 1 week, CAT expression in homogenized tumor lysate was measured by western blot (Fig. 2E). Increased CAT expression was observed specifically in CT26-CAT (+DOX) lysate compared to CT26-CAT (-DOX) and CT26-control (+DOX) lysates, confirming DOX-induced CAT expression for at least a week *in vivo*. Finally, we measured the catalase activity of these lysates and observed an increase in catalase activity in the CT26-CAT (+DOX) lysate compared to CT26-CAT (-DOX) and CT26-control (+DOX) lysates, confirming that DOX-induced CAT expressed is enzymatically active *in vivo* (SI Fig. 2B).

### 3.3 Intratumoral catalase therapies fail to modify tumor growth

Both catalase therapies, extracellular and intracellular, were first evaluated for therapeutic efficacy as single agents. Mice bearing established 4T1 breast tumors and CT26 colorectal carcinoma tumors were treated with 20 μg CAT-ABP + alum i.t. weekly starting on day 5 for 4 doses or until euthanasia. Tumor growth and survival (Fig. 3A and B) were not significantly different between treated and untreated mice, in either tumor model (*P* = 0.3465 for 4T1 and *P* = 0.1084 for CT26 survival). We also treated mice bearing MC38 colon carcinoma tumors and B16F10 melanoma tumors and observed no efficacy (*P* = 0.3924 for MC38 and *P* = 0.3014 for B16F10 survival) (SI Fig. 3).

**Fig. 3:**
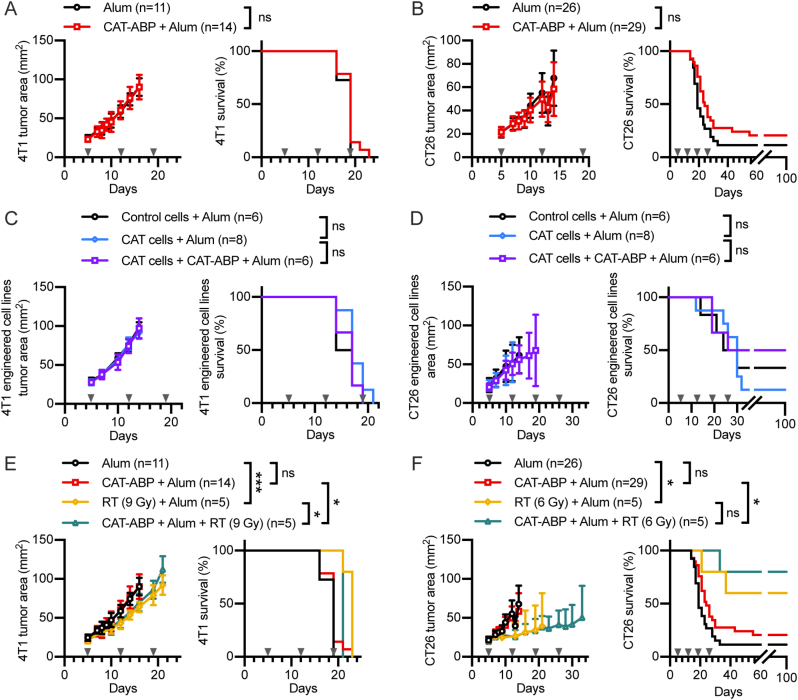
***In vivo* efficacy of tumor-localized catalase in murine tumor models**. **(A**–**F)** Mice were inoculated on day 0 with 0.5 × 10^6^ 4T1 or 1 × 10^6^ CT26 cells. Mice were treated i.t. on days 5, 12, 19, 26 (triangles above x-axis) with 20 μg CAT-ABP and 100 μg alum or alum alone in 20 μL TBS. **(A**–**B)** Tumor growth and survival for wildtype (WT) **(A)** 4T1 and **(B)** CT26 treated with CAT-ABP and alum or alum only. **(C**–**D)** Tumor growth and survival for **(C)** 4T1-and **(D)** CT26-CAT and -control tumor models. Mice were fed a doxycycline diet starting on day 5 for up to 4 weeks to turn on CAT expression and treated with CAT-ABP and alum or alum only. **(E**–**F)** Tumor growth and survival for WT **(E)** 4T1 and **(F)** CT26 tumors treated with CAT-ABP and alum or alum only, combined with radiation therapy (RT). RT was performed on day 5, following initial i.t. injection. Statistics shown are for survival. Statistics: survival compared by log-rank Mantel-Cox test. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

Next, we inoculated mice with the tumor cell lines expressing intracellular catalase (4T1-or CT26-CAT) or the control (4T1-or CT26-control). After 5 days, the mice were placed on a doxycycline-diet (+DOX) and maintained on the diet for up to 4 weeks. We also tested a combination of both extracellular and intracellular catalase, treating tumors expressing CAT with CAT-ABP + alum as before. Tumor growth and survival (Fig. 3C and D) demonstrated that neither the expression of intracellular catalase nor a combination of intra- and extracellular catalase had observable efficacy in either tumor model.

After observing no catalase monotherapy efficacy, we tested extracellular catalase in combination with radiation therapy (RT), a combination previously reported to be efficacious in CT26 and 4T1 tumor models [2,3]. Mice bearing established 4T1 or CT26 tumors were treated with CAT-ABP + alum as before and given a single dose of x-ray RT (6–9 Gy) localized to the tumor on day 5 following the first dose of catalase. While RT improved survival (Fig. 3 E-F) in both models (*P* = 0.0005 for 4T1 and *P* = 0.0201 for CT26), the combination of CAT-ABP + alum and RT did not slow tumor growth or prolong survival compared to RT alone in either model.

### 3.4 Tumor-localized catalase therapies fail to modify tumor transcriptional profiles

Although our catalase interventions were not efficacious in the tumor models we tested, we sought evidence for altered gene expression resulting from them by bulk RNA sequencing as an unbiased approach to evaluate what, if any, changes are associated with increasing tumor-localized extracellular or intracellular catalase activity. To evaluate extracellular catalase (EC CAT), mice bearing established 4T1 breast tumors and CT26 colorectal carcinoma tumors were treated with 20 μg CAT-ABP + alum or alum alone i.t. on day 7, then 2 days later, tumors were harvested and RNA was extracted for sequencing (Fig. 4A, top). 

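RNA from whole CT26 and 4T1 tumors was sequenced with HT3DGE, a method that reads transcripts near their 3′ end. CT26 is a colorectal carcinoma line, 4T1 is a mammary carcinoma line, and CAT-ABP is catalase fused to a peptide that binds alum. In each tumor model, 6 tumors were injected with CAT-ABP + alum and 5 with alum alone. The sample labels give the injection on day 6 and the harvest on day 8, where the paper gives day 7 and day 9. Each tumor was sequenced as 2 technical replicate libraries. The authors deposited an estimated count of reads for each gene in each library, without normalization, and 39.7% of the non-zero values were not whole numbers. The paper states that some technical replicates were excluded for low read depth and does not say which, so all libraries were kept here. The counts of the 2 libraries were added for each tumor and rounded, so that a tumor entered each comparison once. The total count per tumor lay between 4135199 and 9077549 (median 5977654) in CT26 tumors given CAT-ABP + alum and between 1972842 and 7308877 (median 5002683) in CT26 tumors given alum. In 4T1 it lay between 837403 and 8543636 (median 4980961) with CAT-ABP + alum and between 2713843 and 6992462 (median 4074219) with alum. The log2 total did not differ between the groups in CT26 (difference 0.41, two-sided exact permutation test, p = 0.288) or in 4T1 (difference -0.02, p = 0.981, same test). Across 11276 genes, the log2 CPM of the 2 technical replicates of a tumor had a median Pearson r of 0.941 over all 38 tumors of the study, with a range of 0.703 to 0.970; genes are not independent replicates. The index tags of the libraries mark 4 sequencing pools. All CT26 tumors shared their pools, whereas in 4T1 the 6 CAT-ABP + alum tumors and 2 of the alum tumors shared pools and the other 3 alum tumors were in different ones. Genes with too few counts were removed with edgeR's filterByExpr, which left 12830 genes in CT26 and 13092 in 4T1. Counts were normalized by the TMM method and compared between the groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the paper's threshold of 0.05. Gene positions are those of GENCODE release M21 on GRCm38, which holds all gene identifiers of the deposited table. Reads of near-identical gene copies were assigned by the authors' counting and could not be separated again.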

To evaluate intracellular catalase (IC CAT), mice bearing established 4T1-CAT or 4T1-control tumors were placed on a DOX-diet on day 5, given 2 days for systemic DOX concentrations to increase and equilibrate [43], then after another 2 days, tumors were harvested and RNA was extracted for sequencing (Fig. 4A, bottom). 

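The 4T1-CAT line carries a doxycycline-inducible human catalase, and the 4T1-control line does not. Each is a single transduced and sorted line, so the tumors cannot tell catalase apart from another difference between the lines. RNA from 5 4T1-CAT and 6 4T1-control tumors, all injected with alum alone, was sequenced and counted in the same way. The sample labels give the start of the DOX diet as day 4, where the paper gives day 5. The total count per tumor lay between 2236452 and 6862410 (median 4998358) in 4T1-CAT tumors and between 493044 and 4569427 (median 3523254) in 4T1-control tumors. The difference in log2 total was 0.75 (two-sided exact permutation test, p = 0.255). In technical replicate 1 alone, the median library held 1596036 counts in 4T1-CAT and 529696 in 4T1-control, and the mean log2 totals differed by 2.16 (exact permutation test, p = 0.0130). Both groups shared their sequencing pools, and 12534 genes remained after the filter. The counts hold mouse genes only, so the human transgene was not measured. The mouse gene *Cat* (ENSMUSG00000027187, chromosome 2 from 103453849 to 103485160) had 36.7 ± 2.16 CPM (SD, n = 5) in 4T1-CAT and 41.2 ± 4.71 (SD, n = 6) in 4T1-control. Its log2 fold change was -0.16 (standard error 0.13, adjusted p = 0.9999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).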

Differential gene expression analysis was performed on the RNA sequencing data using *DESeq2* [35]. Tumors treated with catalase were compared to their appropriate non-CAT treated control. The fold-change and mean normalized expression were plotted for each gene, with the significant (*p*-adj ≤0.05) genes highlighted in red (Fig. 4B–D).

**Fig. 4:**
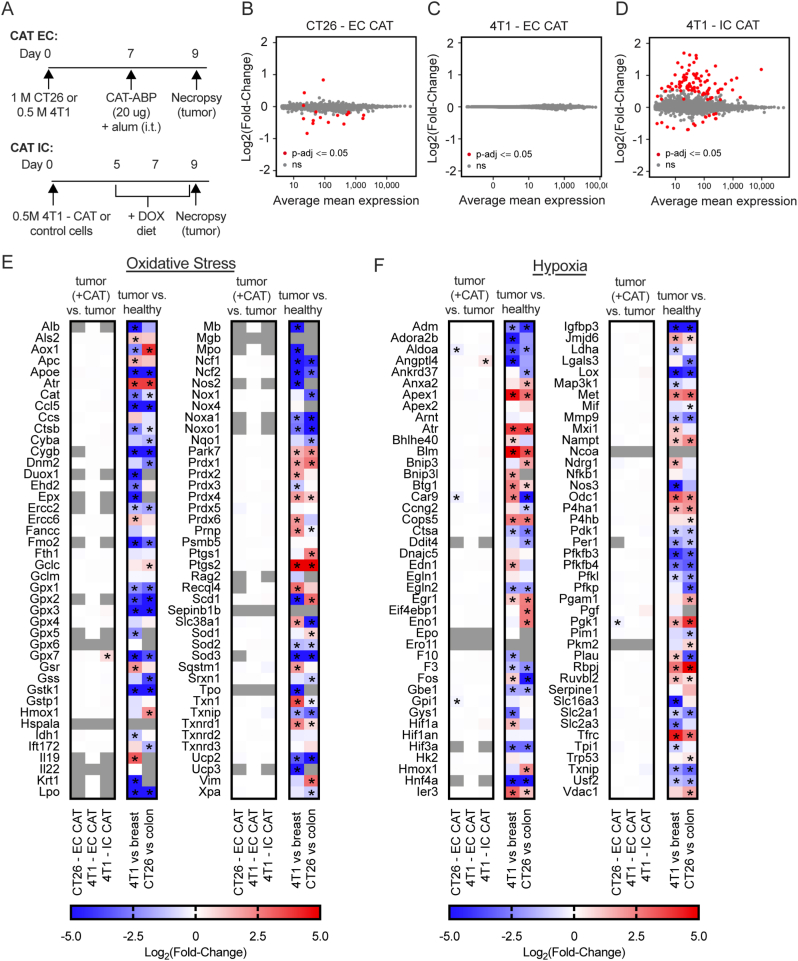
**RNA sequencing of murine tumors treated with tumor-localized catalase.** For treatment with extracellular catalase (EC CAT), mice were inoculated on day 0 with 1 M CT26 or 0.5 M 4T1 cells and treated i.t. on day 7 with CAT-ABP + alum or alum only. For treatment with intracellular catalase (IC CAT), mice were inoculated on day 0 with 4T1-CAT or 4T1-control cells and started on a DOX diet on day 5, then treated i.t. on day 7 with alum. On day 9 for both EC and IC CAT, tumors were excised and RNA was extracted for bulk RNA sequencing. *n* = 5–6 per group. (**A**) Study timelines. (**B-D**) Differential gene expression shown as MA plots with fold-change (y-axis) plotted against mean normalized count/expression (x-axis), where each dot represents a single gene and significant (*p*-adj ≤0.05) differentially expressed genes are shown in red. MA plots of (**B**) extracellular catalase (CAT-ABP + alum) in CT26 relative to alum-only control (CT26 – EC CAT), (**C**) extracellular catalase (CAT-ABP + alum) in 4T1 relative to alum-only control (4T1 – EC CAT), and (**D**) intracellular catalase in 4T1-CAT relative to 4T1-control (4T1 – IC CAT). (**E-F**) Fold-change of genes associated with (**E**) oxidative stress [45] and (**F**) hypoxia [44] from differential gene expression analysis comparing CAT-treated tumors and untreated tumor controls (left) and tumor cells and healthy tissue data from literature (right) [[46], [47]]. Healthy tissue comparisons for 4T1 and CT26 cells were mammary gland (breast) and colon respectively. Significant (*p*-adj ≤0.05) differentially expressed genes are noted with an asterisk. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

Treatment with extracellular catalase in CT26 induced minimal changes, with only 17 genes with statistically significant (albeit quantitatively small) differential expression (Fig. 4B, SI Table 2). 

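In CT26, 0 of the 12830 genes tested reached an adjusted p of 0.05 or less with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 309 genes (2.41%) were at an unadjusted p under 0.05. DESeq2 on the same counts per tumor called 1 gene and had 544 genes at an unadjusted p under 0.05. That gene, *Npl* (ENSMUSG00000042684, chromosome 1 from 153503015 to 153550045), also had the smallest adjusted p in edgeR. Its expression was 25.7 ± 3.92 CPM (SD, n = 6) with CAT-ABP + alum and 12.3 ± 1.81 (SD, n = 5) with alum, a log2 fold change of 1.07 (standard error 0.16, adjusted p = 0.0569 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 CAT-ABP + alum tumors were above all 5 alum tumors (two-sided exact permutation test on log2 CPM, p = 0.0022, the smallest p that 6 tumors against 5 allow). Of the 17 genes in SI Table 2, 16 passed the count filter here, and each of the 16 had a fold change in the direction that the table gives. Among these, 14 were at an unadjusted p under 0.05, and adjusted p values ran from 0.0569 to 0.9997 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 13 of the 16 were at or under 0.05, which is not independent evidence because the list was drawn from these tumors. The size of the log2 fold change lay between 0.25 for *Gpi1* and 2.12 for *Myh4*. *Mest* was not tested because its count did not exceed 10 in any tumor. *Myh4* and *Mir6240* had standard deviations above their means in the alum tumors, 24.3 ± 30.8 and 56.5 ± 57.2 CPM (SD, n = 5). *Ly6c1*, *H2-T22* and *Apol9b* belong to gene families with closely related members, so their counts are less certain. With each tumor left out in turn, the number of calls stayed at 0 except without CAT-ABP + alum replicate 2, where 1 gene was called. The number of genes at an unadjusted p under 0.05 was less stable. It lay between 225, without CAT-ABP + alum replicate 5, and 774, without alum replicate 5, and was 1537 with limma voom. The alternative that moved the number of calls most was DESeq2 with each library as a separate sample, fitted over all 7 groups without the libraries of lowest depth, which called 18 genes and included the 17 of SI Table 2. That alternative was chosen after the values were seen, and it counts the 2 libraries of a tumor as independent samples. In simulated counts with 200 changed genes among 12830, the edgeR test recovered 8.45% of the genes changed 1.5-fold, 55.7% of those changed 2-fold and 85.3% of those changed 4-fold.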

Three of the significant genes, *Aldoa*, *Pgk1*, and *Car9*, are known to be responsive to hypoxia [44]. 

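Each of the 3 genes had lower expression in CT26 tumors given CAT-ABP + alum than in those given alum. *Aldoa* (ENSMUSG00000030695, chromosome 7 from 126795234 to 126800751) had 620 ± 111 CPM (SD, n = 6) with CAT-ABP + alum and 838 ± 133 (SD, n = 5) with alum. Its log2 fold change was -0.43 (standard error 0.17), which is -26.0%, with p = 0.0173 in a two-sided exact permutation test on log2 CPM. *Pgk1* (ENSMUSG00000062070, chromosome X from 106187100 to 106203699) had 990 ± 189 (SD, n = 6) and 1305 ± 153 (SD, n = 5) CPM, a log2 fold change of -0.40 (standard error 0.18) or -24.1% (exact permutation test, p = 0.0195). *Car9* (ENSMUSG00000028463, chromosome 4 from 43506966 to 43513729) had 8.86 ± 2.51 (SD, n = 6) and 16.2 ± 8.53 (SD, n = 5) CPM, a log2 fold change of -0.82 (standard error 0.27) or -43.3% (exact permutation test, p = 0.0130). In each of the 3 genes, 5 of the 6 CAT-ABP + alum tumors were below the lowest alum tumor. After adjustment over all genes tested, p was 0.9997 for each of them in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so the differences were not past the threshold. *Angptl4* (ENSMUSG00000002289, chromosome 17 from 33773750 to 33781830), another hypoxia-responsive gene, went the other way, with 44.9 ± 6.71 CPM (SD, n = 6) with CAT-ABP + alum and 35.5 ± 4.03 (SD, n = 5) with alum, a log2 fold change of 0.33 (standard error 0.13, exact permutation test, p = 0.0238) and the same adjusted p. The counts behind the values were between 2315 and 7350 per tumor for *Aldoa*, between 3344 and 12683 for *Pgk1* and between 32 and 104 for *Car9*. The value for *Car9* rests in part on 1 alum tumor, replicate 2, which had 31.5 CPM where the other alum tumors had between 11.6 and 13.0; without it the change was -28.5%. The mean change of the 3 genes was -31.1%, and -23.2% without that tumor. The alternative that moved this mean most, to -11.6%, was DESeq2 with shrunken fold changes, which was chosen after the values were seen. That setting gave -18.8% for *Aldoa*, -16.0% for *Pgk1* and -0.0007% for *Car9*, so its mean describes none of the genes well.

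**Figure D1:**
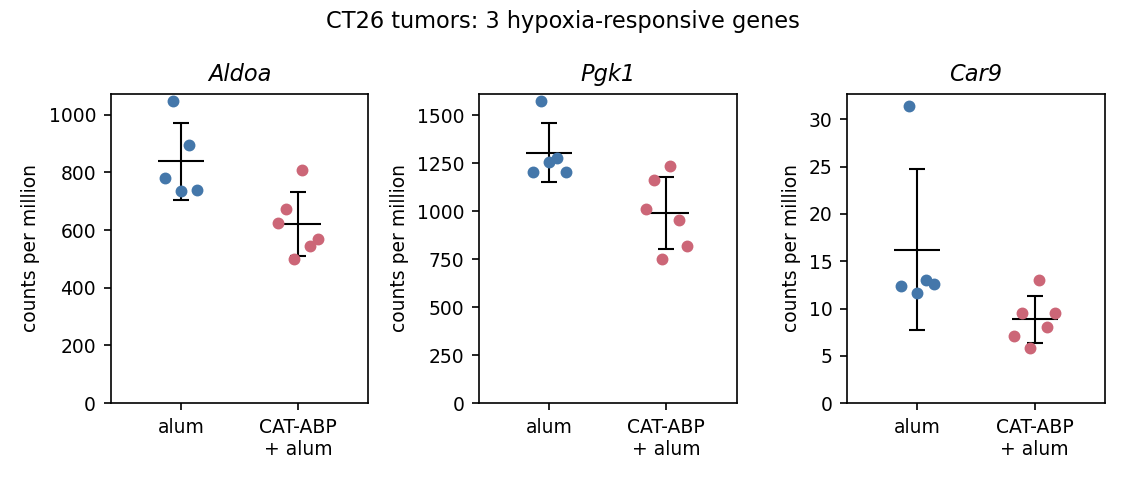
Expression of *Aldoa*, *Pgk1* and *Car9* in CT26 tumors in CPM (vertical axis, starting at 0) by treatment (horizontal axis). Each point is 1 tumor, horizontal lines are means and bars are SD (n = 5 with alum, n = 6 with CAT-ABP + alum); 5 of the 6 CAT-ABP + alum tumors lie below the lowest alum tumor in each gene, and 1 alum tumor is at 31.5 for *Car9*.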

Their expression decreases 15–30% in response to EC CAT, suggesting catalase may result in very subtle increases in tumor oxygen levels. 

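Besides *Aldoa*, *Pgk1* and *Car9*, SI Table 2 lists *Npl* and 13 other genes for CT26. *Tef*, *Arntl* and *Nr1d2* encode transcription factors of the circadian clock. *Tef* (ENSMUSG00000022389, chromosome 15 from 81802421 to 81826863) had 9.21 ± 1.92 CPM (SD, n = 6) with CAT-ABP + alum and 18.3 ± 5.30 (SD, n = 5) with alum, a log2 fold change of -0.997 (standard error 0.21), and *Arntl* (ENSMUSG00000055116, chromosome 7 from 113207465 to 113314126) had 21.2 ± 4.87 and 11.9 ± 2.12, a log2 fold change of 0.81 (standard error 0.18). For both genes the groups did not overlap (exact permutation test, p = 0.0022). The log2 fold change of *Nr1d2* was -0.67 (standard error 0.20). *Oasl2*, *Ifi203* and *Apol9b*, genes induced by interferon, had log2 fold changes of -0.68, -0.36 and -0.79. *Gpi1*, a gene of glycolysis, had a log2 fold change of -0.25 (standard error 0.14). None of these genes was past the threshold here, with an adjusted p of 0.9997 for each in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mouse gene *Cat* had 20.9 ± 2.96 CPM (SD, n = 6) with CAT-ABP + alum and 20.9 ± 1.94 (SD, n = 5) with alum. Its log2 fold change was 0.0015 (standard error 0.14, adjusted p = 0.9998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a sign that changed between normalizations.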

None of the other significantly differentially expressed genes were associated with known catalase activity. Extracellular catalase in 4T1 (4T1 – EC CAT) did not result in any genes with significant differential expression (Fig. 4C). 

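In 4T1 tumors given CAT-ABP + alum, 0 of 13092 genes reached an adjusted p of 0.05 or less with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 368 genes (2.81%) were at an unadjusted p under 0.05. DESeq2 on the same counts also called 0 genes, with 528 at an unadjusted p under 0.05. The smallest adjusted p was 0.997 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Aldoa* had 915 ± 55.1 CPM (SD, n = 6) with CAT-ABP + alum and 914 ± 142 (SD, n = 5) with alum, a log2 fold change of 0.0018 (standard error 0.15) whose sign changed between alternatives. The log2 fold change was -0.10 (standard error 0.16) for *Pgk1*, -0.13 (standard error 0.20) for *Car9* and -0.19 (standard error 0.17) for *Cat*. *Angptl4*, a hypoxia-responsive gene, had 25.5 ± 7.96 (SD, n = 6) and 16.3 ± 4.71 (SD, n = 5) CPM, a log2 fold change of 0.74 (standard error 0.22, adjusted p = 0.9993 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number of calls was 0 with each tumor left out in turn. Among the alternatives, the number of calls moved most, to 1 gene, *Saa3*, when DESeq2 counted each library as a separate sample, with or without the libraries of low depth, settings chosen after the values were seen. The sequencing pools divided the alum tumors, so the comparison was repeated with the pool as a block and within the pools that both groups shared. Each gave 0 calls, with 544 and 527 genes at an unadjusted p under 0.05. In both, the contrast rests on the 6 CAT-ABP + alum tumors and the 2 alum tumors of the shared pools. With 2 alum tumors, 0 calls say little, so these repeats do not rule out a difference between pools. A test of the difference between the EC CAT effects in CT26 and in 4T1 covered 14160 genes and called 0 in edgeR, with 503 at an unadjusted p under 0.05, and 0 in DESeq2, with 721 at an unadjusted p under 0.05. In simulated counts with 200 changed genes among 14160, that test of the difference recovered 2.74% of the genes changed 1.5-fold, 27.1% of those changed 2-fold and 80.7% of those changed 4-fold in edgeR, so its 0 calls leave room for all but large differences between the tumor models. For EC CAT in 4T1 alone, in simulated counts with 200 changed genes among 13092, the edgeR test recovered 25.0% of the genes changed 1.5-fold and 75.0% of those changed 2-fold. From the lower expression of the 3 hypoxia-responsive genes in CT26, the paper proposes a very small rise in oxygen in those tumors.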

Increased intracellular catalase in 4T1 (4T1 – IC CAT) resulted in 105 genes with significant differential expression (Fig. 4D, SI Table 2). 

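Between 4T1-CAT and 4T1-control tumors, 0 of 12534 genes reached an adjusted p of 0.05 or less with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 627 genes (5.00%) were at an unadjusted p under 0.05. DESeq2 on the same counts per tumor called 6 genes, 4 higher and 2 lower in 4T1-CAT, with 812 genes at an unadjusted p under 0.05. From SI Table 2, the 10 genes with the smallest adjusted p in the paper and the genes *Gpx7* and *Angptl4* were looked up. All 12 were higher in 4T1-CAT and at an unadjusted p under 0.05, with log2 fold changes between 0.61 and 2.38 and adjusted p between 0.280 and 0.925 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, all 12 were under 0.05, which is not independent evidence because the list was drawn from these tumors. DESeq2 called 2 of the 12, *Igkc* and *Saa3*. *Igkc* (ENSMUSG00000076609, chromosome 6 from 70726435 to 70726966), the constant region of an antibody light chain, had 8.84 ± 8.07 CPM (SD, n = 5) in 4T1-CAT and 1.65 ± 0.545 (SD, n = 6) in 4T1-control, from 1 to 58 counts per tumor. Its log2 fold change was 2.38 (standard error 0.49, adjusted p = 0.280 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 5 4T1-CAT tumors were above all 6 control tumors (exact permutation test, p = 0.0022). *Saa3* (ENSMUSG00000040026, chromosome 7 from 46711998 to 46715700), which encodes an acute-phase protein, had 126 ± 74.3 (SD, n = 5) and 45.0 ± 15.4 (SD, n = 6) CPM, a log2 fold change of 1.49 (standard error 0.35, adjusted p = 0.507 from the same test with Benjamini-Hochberg adjustment), again without overlap (exact permutation test, p = 0.0022). *Ly6c2*, *Mir6240* and *Igkc* have closely related copies in the genome, so their counts are less certain. The number of calls was 0 with each tumor left out in turn. The alternative that moved it most was the same test without a filter on low counts, which called 99 genes, 87 higher and 12 lower. In simulated counts with 200 changed genes among 12534, the edgeR test recovered 14.7% of the genes changed 1.5-fold, 65.6% of those changed 2-fold and 94.1% of those changed 4-fold.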

Within these genes, we did not find any sets of genes related to direct or indirect effects of catalase.

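*Gpx7* (ENSMUSG00000028597, chromosome 4 from 108400390 to 108406961), which encodes a peroxidase and which the paper marks as significant in Fig. 4E, had 22.5 ± 4.096 CPM (SD, n = 5) in 4T1-CAT and 11.5 ± 3.59 (SD, n = 6) in 4T1-control. Its log2 fold change was 0.84 (standard error 0.19, adjusted p = 0.486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups did not overlap (two-sided exact permutation test, p = 0.0022). Adjusted over the list alone, *Gpx7* had p = 0.0145 among 42 tested oxidative stress genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was the only one of them under 0.05. The hypoxia-responsive gene *Angptl4* had 32.5 ± 17.9 (SD, n = 5) and 15.9 ± 7.75 (SD, n = 6) CPM, a log2 fold change of 0.91 (standard error 0.35, exact permutation test, p = 0.0606). *Car9* moved the other way, from 52.1 ± 10.7 (SD, n = 6) in 4T1-control to 36.5 ± 5.91 (SD, n = 5) CPM in 4T1-CAT, a log2 fold change of -0.47 (standard error 0.16, exact permutation test, p = 0.0238). The adjusted p was 0.874 for *Angptl4* and 0.755 for *Car9* in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Aldoa* and *Pgk1* had log2 fold changes of -0.09 (standard error 0.13) and -0.06 (standard error 0.17). Among the genes that differ with IC CAT, the paper reports finding no sets of genes tied to direct or indirect effects of catalase.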

To determine if there were more subtle trends specifically in genes associated with oxidative stress or hypoxia, we looked at the fold-change values for genes associated with these phenotypes across groups (Fig. 4E and F) [44,45]. 

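To ask for small shifts shared by many genes, the log2 CPM of each list were averaged within each tumor and the averages were compared between groups by a two-sided exact permutation test. The lists, 43 hypoxia genes and 45 oxidative stress genes, were written from general knowledge and are not the lists behind Fig. 4E and F. The hypoxia list holds 4 genes that SI Table 2 gives for CT26 and 1 that it gives for IC CAT. The oxidative stress list holds 1 that it gives for IC CAT. Those genes were picked from these same tumors, so the list results are not fully independent of that table. In CT26, 38 hypoxia genes passed the count filter, and their mean was 5.79 ± 0.28 (SD, n = 6) with EC CAT and 6.103 ± 0.17 (SD, n = 5) with alum. The difference was -0.32 (95% confidence interval -0.65 to 0.02, exact permutation test, p = 0.0671), with 36 of the 38 genes lower, and it was not past the threshold. Adjusted over the list alone, 0 of the 38 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 12 at an unadjusted p under 0.05. For this list camera, which sets the list against the other genes with a preset gene correlation, gave p = 1.67e-13. A test of the list by itself, fry, which keeps the correlation between its genes, gave p = 0.0457. These tests ask different questions, so their p values are not directly comparable. The alternative that moved the result most was camera. Under TMM or size factors scaled by relative log expression, the difference was -0.32 and -0.33, with p = 0.0671 and p = 0.0498 (exact permutation test). In 4T1 with EC CAT the mean of 40 hypoxia genes differed by 0.0024 (95% confidence interval -0.26 to 0.29, p = 0.985, exact permutation test), 21 of them higher. With IC CAT the mean of 38 hypoxia genes differed by 0.10 (95% confidence interval -0.18 to 0.39, p = 0.465, same exact test). That difference rests in part on 4T1-control replicate 2, the tumor with 493044 counts. Its list mean was 5.34, the lowest of the control tumors, with the next at 5.56. The oxidative stress list differed by -0.02 in CT26 with EC CAT (95% confidence interval -0.10 to 0.06, p = 0.563, 42 genes), by -0.02 in 4T1 with EC CAT (95% confidence interval -0.17 to 0.14, p = 0.766, 43 genes) and by 0.11 with IC CAT (95% confidence interval -0.01 to 0.24, p = 0.0779, 42 genes), each in an exact permutation test. The difference of the hypoxia list in CT26 was larger than the SD of either group, and each of the other 5 differences was smaller than the larger SD of its 2 groups. For the oxidative stress list with IC CAT, the larger SD was that of the 4T1-control tumors. Their lowest list mean, 5.56, was that of the same replicate 2, with the next at 5.72. The 4T1-CAT tumors lay between 5.85 and 5.93, so that difference and SD rest in part on 1 control tumor.

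**Figure D2:**
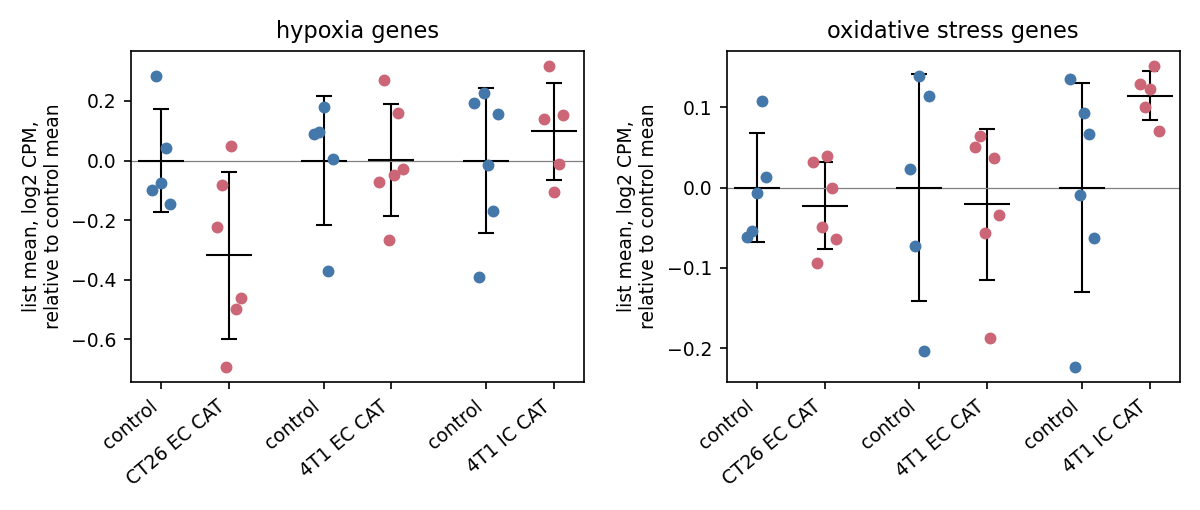
Mean log2 CPM of the hypoxia list (left) and the oxidative stress list (right) in each tumor, relative to the mean of the control group of its comparison (vertical axis), for CT26 EC CAT, 4T1 EC CAT and 4T1 IC CAT (horizontal axis). Each point is 1 tumor, horizontal lines are means and bars are SD (n = 5 or 6 per group); the hypoxia list in CT26 lies lower by a mean of -0.32 with EC CAT, with 4 of the 6 tumors below every alum tumor.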

Despite a few significantly differentially expressed genes, we do not observe a larger signature across these gene sets that would suggest catalase is significantly modifying the level of hydrogen peroxide or oxygen in these tumor models. To put these minimal changes into context, we analyzed gene expression data from the literature comparing CT26 and 4T1 tumor cells in culture to their corresponding normal mouse tissue, colon and mammary gland/breast for CT26 and 4T1 respectively, and plotted the fold-change values in the right two columns of Fig. 4E and F [46,47]. Our data suggest these tumor models exhibit gene expression programs consistent with oxidative stress and hypoxia – however, our interventions significantly increasing extracellular and/or intracellular catalase made no detectable difference to these responses.

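The test of whether EC CAT changed the hypoxia list differently in CT26 and in 4T1 gave a difference of -0.32 between the 2 effects (two-sided permutation test, p = 0.122, adjusted p = 0.325 after Benjamini-Hochberg adjustment over the 8 tests of this kind), and for the oxidative stress list the difference was -0.0014 (permutation test, p = 0.986). Over all lists and comparisons tested in these tumors, 81 in number, 0 were at an adjusted p of 0.05 or less and 15 were at an unadjusted p under 0.05 in exact permutation tests. The smallest p that these numbers of tumors allow is 0.0022, or 0.0079 for 5 tumors against 5, so over 81 tests no list could be past the threshold unless several lists came near that p together. The 95% confidence intervals leave room for shifts of the hypoxia list, on the log2 scale, from -0.65 to 0.02 in CT26 and from -0.26 to 0.29 in 4T1 with EC CAT, and from -0.18 to 0.39 with IC CAT. The expression data from the literature that the paper sets beside its own were not used here. The paper reports no larger signature across these gene sets and states that raising catalase made no detectable difference to the hypoxia and oxidative stress responses.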

## 4 Discussion

Previous studies have suggested that exogenous catalase can contribute to efficacy in mouse tumor models [[2], [3], [4], [5], [6], [7], [8], [9], [10]]. The therapeutic action of catalase has been attributed to direct consequences of its enzymatic activity, either through increasing oxygen or decreasing hydrogen peroxide in the tumor microenvironment. Contrary to our expectations from prior literature, we did not observe any statistically significant effect from tumor-localized catalases. Here, we report a comparison and analysis of *in vivo* efficacy and gene expression for tumor-localized catalases in two different compartments, either injected and retained in the tumor (extracellular) or over-expressed by tumor cells (intracellular) (Figs. 1 and 2). Despite observing long-lived catalase presence and activity at the tumor, neither extracellular or intracellular catalases altered tumor growth or gene expression associated with hypoxia or oxidative stress (Figs. 3 and 4).

While single-agent catalase was not necessarily expected to slow growth in flank tumors, it was surprising that the addition of extracellular catalase to radiation therapy did not result in additional tumor delay (Fig. 3E and F), as this combination has previously shown efficacy in the same tumor models [2,3]. Although the therapeutic components used herein are not identical to those used previously, the dose and activity of catalase and radiation dosing are similar. A 20 μg dose of catalase with activity >35,000 U/mg was used previously, compared to our 20 μg dose with activity 3–4 fold higher than a commercial CAT with activity >10,000 U/mg (Fig. 1B) [2]. The radiation dosing used in a previous study was 6 Gy, compared to a 6–9 Gy dose used here [3]. One difference of our approach for tumor-localized extracellular catalase is the use of alum-anchoring. While anchoring to alum robustly enhances retention of catalase activity in the tumor (Fig. 1D and E), it may result in an uneven distribution. Immediately after injection, alum is known to distribute throughout the tumor, but 3 days later the majority of the alum is found aggregated into a large depot [31,48]. This behavior may result in high catalase activity near the alum depot and low activity in other areas. The majority of alum-bound catalase is expected to remain extracellular, but we cannot exclude the possibility that some alum and alum-bound protein may be internalized, as this has been previously reported in antigen presenting immune cells [37,48]. Previous data from our lab in the form of tumor histology, performed on tumors 7 days after treatment with alum-bound protein, suggests the vast majority of protein is outside the cells [48].

Although the intracellular catalase approach does not achieve the same level of additional catalase activity in the tumor as with extracellular catalase, it does elevate catalase activity throughout the tumor. Furthermore, it provides increased catalase activity in the cytosol to interdict and scavenge hydrogen peroxide at the site of hydrogen peroxide-mediated cell signaling. While the catalase expression level achieved by these tumor cells is sufficient to significantly protect cells from an insult of high exogenous hydrogen peroxide *in vitro* (Fig. 2D), the increase in intracellular scavenging of hydrogen peroxide in tumor cells *in vivo* neither alters tumor growth nor oxidative stress response or hypoxia gene expression programs. Our results may be influenced by the cytosolic localization of catalase. Future work localizing catalase to other subcellular compartments such as mitochondria, the nucleus, or tethering to the plasma membrane may produce different effects and further elucidate the spatial importance of antioxidant expression and hydrogen peroxide localization in tumor growth. The utilization of doxycycline (DOX) to stimulate gene expression may also impact our findings, as DOX has been reported to contribute to the generation of ROS in cancer cells [[49], [50], [51]]. Although this could conceivably impact our results, significant doxycycline-induced oxidative stress has only been reported at concentrations starting around an order of magnitude higher than the anticipated systemic concentration of doxycycline in mice fed a DOX-diet (625 mg/kg or ppm) [43].

Perhaps the most striking result of this study was that neither the introduction of extra- or intracellular catalase activity to the tumor induced transcriptional changes that would suggest significant changes in the levels of hydrogen peroxide or oxygen (Fig. 4). While it could be that catalase is insufficient in quantity or localization to efficiently exert activity throughout the tumor, it may also be that there is not substantial elevation of hydrogen peroxide levels in these tumors to be depleted or to act as a meaningful source for oxygen generation to reverse hypoxia. Despite confirming long-lived catalase presence and activity at the tumor, we did not attempt to specifically test how and if these tumor-localized catalases impact tumor hydrogen peroxide levels. Therefore, we cannot say with certainty that extra- or intracellular catalase had no impact on hydrogen peroxide flux in the tumor, simply that any changes that did occur did not result in significant transcriptional changes or tumor growth delay.

While therapeutic modulation of hypoxia and oxidative stress cannot be excluded on the basis of our results as viable therapeutic strategies in cancer [11,12,20], our results do contradict a growing body of experimental reports of catalase administration effects [[2], [3], [4], [5], [6], [7], [8], [9], [10]]. We suggest these findings be taken into account when considering any future development of catalase as a cancer therapeutic.

## Author contributions

A.S. and K.D.W. conceived the study and wrote the manuscript; A.S. designed and performed the experiments and analyzed data. H.D.S. aided in editing the manuscript. Y.A., K.M.C., S.C.C., J.A.S., and J.R.P aided in performing the experiments, analyzing data, and editing the manuscript.

## Financial support

A.S., S.C.C., and J.R.P. were supported by the National Science Foundation Graduate Research Fellowship Program.

## Declaration of competing interest

Y.A. and K.D.W. are named as inventors in a patent application filed by the Massachusetts Institute of Technology related to the data presented in this work (US20200405950A1). K.D.W is a co-founder of Ankyra Therapeutics, which has licensed right to the intellectual property mentioned above.

## Data Availability

Data will be made available on request.

# Supplementary material for: Tumor-localized catalases can fail to alter tumor growth and transcriptional profiles in subcutaneous syngeneic mouse tumor models
**Source:** Redox Biol. 2023 Jun 5;64:102766. doi: 10.1016/j.redox.2023.102766
**Supplement:** Multimedia component 1

## Supplementary Information

Supplementary Materials and Methods

Supplementary Figures and Tables

SI Figure 1. Sortagging reaction purification and *in vitro* characterization of catalases

SI Figure 2. Catalase activity in tumor samples

SI Figure 3. *In vivo* efficacy of tumor-localized catalase in MC38 and B16F10 tumors

Supplementary Table 1. Protein amino acid sequences

Supplementary Table 2. List of differentially expressed genes

## Supplementary Materials and Methods

**Lentivirus production and stable-cell line generation.** To generate lentiviral particles, HEK293-FT cells were transfected with pCW57.1-GFP or -CAT, GFP and 2<sup>nd</sup> generation packaging vectors ( $\Delta$ 8.2 and pMD2, from Addgene) using TransIT-293 Transfection Reagent (Mirus Bio). 4T1 and CT26 cells were transduced overnight with lentivirus in complete media supplemented with 5  $\mu$ g/mL polybrene. Transduced cells were selected with 4  $\mu$ g/mL puromycin for 48h, then treated with 2  $\mu$ g/mL DOX for 24h, after which GFP+ cells were sorted using a MA900-1 cell sorter (Sony).

**Sortagging reaction and purification.** 50  $\mu$ M CAT-LPSTG, 1 mM G<sub>4</sub>-pTyr<sub>4</sub> peptide, and 5  $\mu$ M sortase were combined in buffer containing 50 mM Tris-HCl (pH = 7.5), 150 mM NaCl, and 10 mM CaCl<sub>2</sub> and left rotating at 4°C overnight (38, 39). The reaction product was then purified by size-exclusion chromatography followed by ion exchange chromatography (HiTrap™ Q HP, Cytiva). Endotoxin was removed as described previously. The G<sub>4</sub>-pTyr<sub>4</sub> peptide was synthesized by the Koch Institute Swanson Biotechnology Center – Biopolymers and Proteomics core using Tribute peptide synthesizer (Gyros Protein Technologies) and purified by HPLC.

**Flow cytometry.** Cells engineered to inducibly express CAT and GFP, or GFP only in a DOX-inducible manner were plated, treated with 0-2000 ng/mL DOX for 24h, then analyzed for GFP fluorescence. Cells were analyzed using a BD LSR II flow cytometer. Data were analyzed in FlowJo v10. For comparison between cell lines, GFP intensity was normalized to the average GFP signal at 2000 ng/mL DOX.

## Supplementary Figure 1:

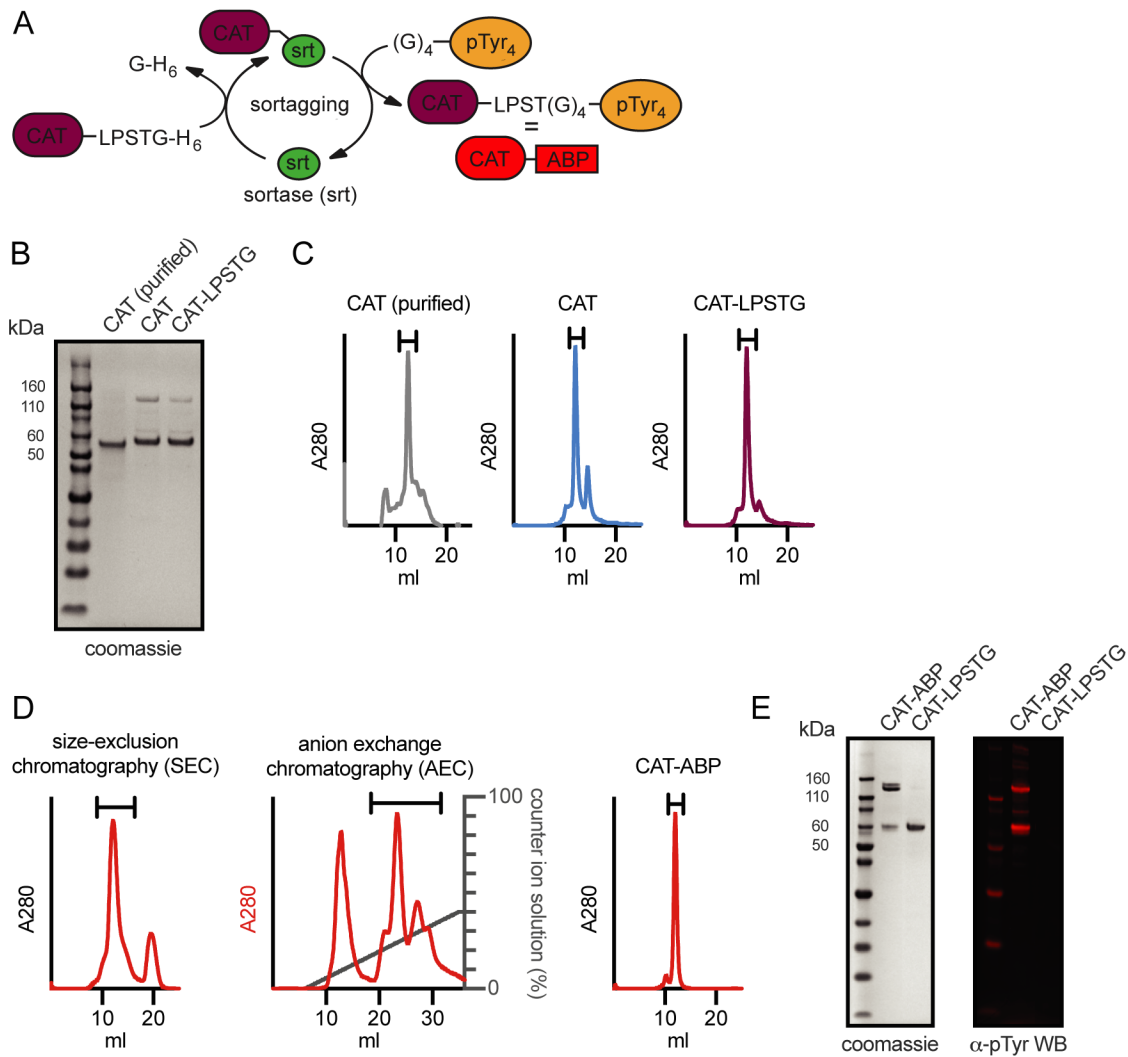

**Supplementary Figure 1.** Sortagging reaction purification and in vitro characterization of recombinant catalases. **(A)** Schematic of the sortase-mediated transpeptidation ("sortagging") approach used to modify recombinant catalase (CAT) with an alum-binding peptide (ABP), a phosphorylated peptide (pTyr<sub>4</sub>) that enables long-term binding to the injectable material alum. The sortase enzyme recognizes a C-terminal -LPSTG motif, enabling the site-specific attachment of an N-terminal poly-glycine (G<sub>4</sub>) peptide. **(B)** Purified catalases on a non-reducing SDS-PAGE protein gel with Coomassie blue stain (1 µg/protein). **(C)** Size-exclusion chromatograms of 100 µg purified catalases on Superdex 200 Increase 10/300 GL column. Black bars indicate the fraction purified for further analysis. **(D)** Size-exclusion chromatogram of sortagged catalase reaction product (100 µg) on Superdex 200 Increase 10/300 GL column (left) separating CAT-LPSTG and CAT-ABP from sortase and excess peptide based on size (fraction purified = black bar). Anion exchange chromatogram (AEC) of purified fraction from SEC (black bar) (middle) separating CAT-ABP from CAT-LPSTG based on charge (fraction purified

= black bar). CAT is tetrameric and has 4 potential sites to attach ABP therefore multiple peaks indicate different numbers of ABPs attached per tetrameric protein. Size-exclusion chromatogram of SEC and IEX purified sortagging reaction shows a pure product (right). **(E)** Purified CAT-ABP compared to CAT-LPSTG on a non-reducing SDS-PAGE protein gel with Coomassie blue stain (1  $\mu$ g/protein) (left) and an anti-phosphotyrosine western blot of the same samples (right) showing specific phosphorylation of CAT-ABP.

## Supplementary Figure 2:

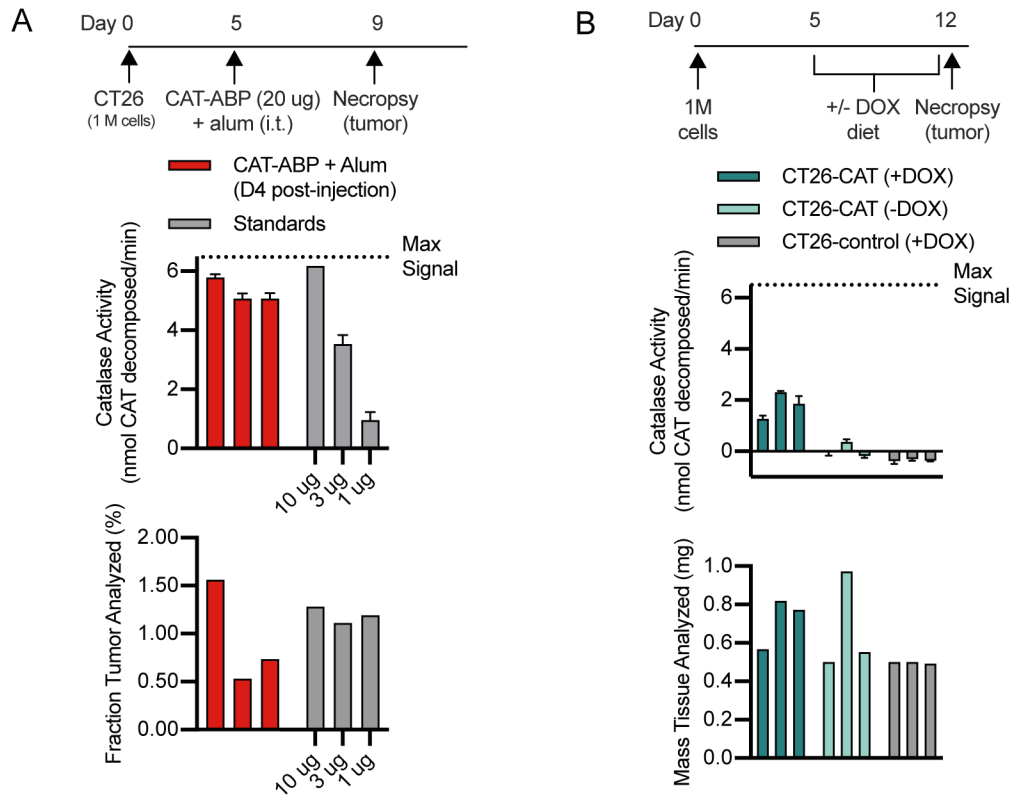

**Supplementary Figure 2.** Catalase activity in tumor samples. **(A)** Mice were inoculated on day 0 with  $1 \times 10^6$  CT26 cells and treated i.t. on day 5 with 20  $\mu$ g CAT-ABP and 100  $\mu$ g alum or untreated. 4 days after treatment, tumors were excised and homogenized via mechanical disruption in T-PER buffer. After homogenization, standard samples were generated by adding in 1, 3, or 10  $\mu$ g of CAT-ABP to untreated tumor samples. Unfiltered, uncentrifuged samples were analyzed for catalase activity ( $n=3$ ). Any centrifugation pulls down alum-bound protein and therefore cannot be used to separate out larger tissue fragments. The fraction of total tumor analyzed for catalase activity per sample is shown. **(B)** Mice were inoculated on day 0 with  $1 \times 10^6$  CT26-CAT or CT26-control cells and started on a DOX diet on day 5. After 7 days, tumors were excised and homogenized and lysed via mechanical disruption in T-PER buffer. Homogenized samples were centrifuged and the supernatant was filtered and analyzed for catalase activity ( $n=3$ ). The mass of tumor tissue analyzed per sample is shown. Note: catalase activity is non-linear as the activity approaches the maximum signal.

### Supplementary Figure 3:

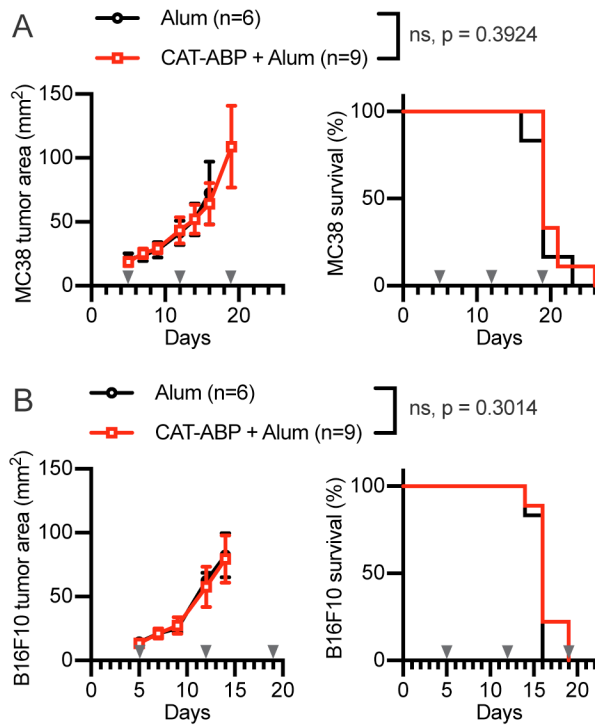

**Supplementary Figure 3.** *In vivo* efficacy of tumor-localized catalase in MC38 and B16F10 tumor models. Mice were inoculated on day 0 with  $1 \times 10^6$  MC38 or B16F10 cells. Mice were treated i.t. on days 5, 12, 19, 26 (triangles above x-axis) with 20  $\mu$ g CAT-ABP and 100  $\mu$ g alum or alum alone in 20  $\mu$ L TBS. Tumor growth and survival for wildtype (WT) **(A)** MC38 and **(B)** B16F10 treated with CAT-ABP and alum or alum only. Statistics shown are for survival. Statistics: survival compared by log-rank Mantel-Cox test. ns, not significant; \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

**Supplementary Table 1. Protein amino acid sequences**

| <b>Recombinant proteins</b>               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Protein</b>                            | <b>Amino acid sequence</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| CAT<br>(CAT-H <sub>6</sub> )              | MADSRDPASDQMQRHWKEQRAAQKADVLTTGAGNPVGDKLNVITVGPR<br>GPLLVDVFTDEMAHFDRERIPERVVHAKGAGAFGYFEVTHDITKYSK<br>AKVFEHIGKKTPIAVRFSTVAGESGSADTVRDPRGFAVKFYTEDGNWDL<br>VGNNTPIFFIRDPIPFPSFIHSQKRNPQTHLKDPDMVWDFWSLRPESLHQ<br>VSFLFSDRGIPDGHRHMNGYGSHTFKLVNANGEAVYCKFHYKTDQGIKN<br>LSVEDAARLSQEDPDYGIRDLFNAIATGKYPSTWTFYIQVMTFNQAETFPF<br>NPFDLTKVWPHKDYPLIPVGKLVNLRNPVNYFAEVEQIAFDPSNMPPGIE<br>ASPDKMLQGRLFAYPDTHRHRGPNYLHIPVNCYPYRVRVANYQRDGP<br>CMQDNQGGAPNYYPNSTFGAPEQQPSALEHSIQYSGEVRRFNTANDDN<br>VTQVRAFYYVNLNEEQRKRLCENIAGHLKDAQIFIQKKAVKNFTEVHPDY<br>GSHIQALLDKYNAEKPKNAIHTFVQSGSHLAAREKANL-GGGSGGGG-<br>HHHHHH                        |
| CAT-LPSTG<br>(CAT- LPSTG-H <sub>6</sub> ) | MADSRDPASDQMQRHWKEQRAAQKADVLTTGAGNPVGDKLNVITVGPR<br>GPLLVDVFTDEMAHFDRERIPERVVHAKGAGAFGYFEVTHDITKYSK<br>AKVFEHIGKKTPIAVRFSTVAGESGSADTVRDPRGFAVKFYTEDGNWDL<br>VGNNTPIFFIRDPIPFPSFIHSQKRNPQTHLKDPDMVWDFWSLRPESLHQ<br>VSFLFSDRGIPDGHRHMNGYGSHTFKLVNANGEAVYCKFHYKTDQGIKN<br>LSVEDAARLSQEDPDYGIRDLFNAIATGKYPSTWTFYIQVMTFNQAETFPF<br>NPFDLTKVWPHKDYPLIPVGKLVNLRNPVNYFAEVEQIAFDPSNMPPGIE<br>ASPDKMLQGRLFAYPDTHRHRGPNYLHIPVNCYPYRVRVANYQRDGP<br>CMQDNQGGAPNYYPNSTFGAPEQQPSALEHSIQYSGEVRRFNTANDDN<br>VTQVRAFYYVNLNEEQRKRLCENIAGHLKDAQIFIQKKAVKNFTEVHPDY<br>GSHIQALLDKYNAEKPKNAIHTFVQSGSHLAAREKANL-GGGSGGGG-<br>LPSTG-HHHHHH                  |
| ABP<br>(synthetic peptide)                | GGGG-(pTyr) <sub>4</sub>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| CAT-ABP<br>(CAT-LPST-ABP)                 | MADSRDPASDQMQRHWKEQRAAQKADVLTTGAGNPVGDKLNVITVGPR<br>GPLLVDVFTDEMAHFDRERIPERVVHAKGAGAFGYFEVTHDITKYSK<br>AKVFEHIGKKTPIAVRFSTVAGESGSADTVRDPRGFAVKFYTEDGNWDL<br>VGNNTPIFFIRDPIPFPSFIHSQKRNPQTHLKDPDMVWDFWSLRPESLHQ<br>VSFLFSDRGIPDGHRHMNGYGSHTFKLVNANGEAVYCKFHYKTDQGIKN<br>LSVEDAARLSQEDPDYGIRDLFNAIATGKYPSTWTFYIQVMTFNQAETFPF<br>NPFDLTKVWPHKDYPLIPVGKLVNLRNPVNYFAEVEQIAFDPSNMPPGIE<br>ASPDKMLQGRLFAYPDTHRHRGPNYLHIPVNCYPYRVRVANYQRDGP<br>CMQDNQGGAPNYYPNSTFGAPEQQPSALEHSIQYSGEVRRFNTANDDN<br>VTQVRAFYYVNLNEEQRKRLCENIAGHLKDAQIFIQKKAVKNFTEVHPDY<br>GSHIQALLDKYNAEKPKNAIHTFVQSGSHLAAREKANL-GGGSGGGG-<br>LPST-GGGG-(pTyr) <sub>4</sub> |

**Supplementary Table 1. Protein amino acid sequences (continued)**

| <b>Lentiviral vector protein coding sequences</b> |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|---------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Construct</b>                                  | <b>Amino acid sequence</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| CAT, EGFP<br>(CAT-T2A-EGFP)                       | <p>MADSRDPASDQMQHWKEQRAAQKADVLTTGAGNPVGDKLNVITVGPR<br/> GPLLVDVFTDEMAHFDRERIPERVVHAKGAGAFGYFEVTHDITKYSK<br/> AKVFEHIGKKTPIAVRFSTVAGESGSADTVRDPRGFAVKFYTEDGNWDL<br/> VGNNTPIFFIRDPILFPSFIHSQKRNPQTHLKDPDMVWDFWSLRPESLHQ<br/> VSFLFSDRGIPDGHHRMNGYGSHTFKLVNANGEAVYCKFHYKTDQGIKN<br/> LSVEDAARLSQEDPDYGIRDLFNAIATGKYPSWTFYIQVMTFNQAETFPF<br/> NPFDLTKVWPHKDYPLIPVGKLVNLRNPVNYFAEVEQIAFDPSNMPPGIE<br/> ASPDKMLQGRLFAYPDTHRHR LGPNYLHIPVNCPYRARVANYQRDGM<br/> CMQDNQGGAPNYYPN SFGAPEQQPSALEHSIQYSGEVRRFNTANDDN<br/> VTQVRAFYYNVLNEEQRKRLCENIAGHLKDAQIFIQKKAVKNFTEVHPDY<br/> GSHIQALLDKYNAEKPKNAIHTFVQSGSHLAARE-GGGSGGGS-<br/> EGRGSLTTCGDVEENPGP-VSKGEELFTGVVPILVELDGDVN<br/> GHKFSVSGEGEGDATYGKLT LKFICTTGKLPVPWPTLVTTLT YGVQCFS<br/> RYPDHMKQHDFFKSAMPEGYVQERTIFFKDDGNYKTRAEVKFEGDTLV<br/> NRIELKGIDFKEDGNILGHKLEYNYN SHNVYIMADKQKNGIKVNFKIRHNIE<br/> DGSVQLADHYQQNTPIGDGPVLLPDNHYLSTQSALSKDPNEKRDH MVLL<br/> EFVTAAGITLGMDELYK</p> |
| EGFP                                              | <p>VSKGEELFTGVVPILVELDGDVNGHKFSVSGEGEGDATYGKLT LKFICTT<br/> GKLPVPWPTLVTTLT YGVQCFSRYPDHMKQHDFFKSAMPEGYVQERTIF<br/> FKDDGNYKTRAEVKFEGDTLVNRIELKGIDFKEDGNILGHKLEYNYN SHN<br/> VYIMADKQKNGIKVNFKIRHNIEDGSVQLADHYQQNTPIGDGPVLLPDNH<br/> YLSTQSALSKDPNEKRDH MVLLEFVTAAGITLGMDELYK</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

**Supplementary Table 2:**

**Supplementary Table 2.** Differentially expressed gene lists. List of genes that are significantly ( $p\text{-adj} \leq 0.05$ ) differentially expressed and the associated  $\log_2$  fold-change (L2FC) and adjusted  $p$ -values in **(A)** CT26 + extracellular CAT (CT26 – EC CAT, CAT-ABP + alum vs. alum alone in WT CT26) **(B)** 4T1 + extracellular CAT (4T1 – EC CAT, CAT-ABP + alum vs. alum alone in WT 4T1) and **(C)** 4T1 + intracellular CAT (4T1 – IC CAT, 4T1-CAT + alum vs 4T1-control + alum).

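The tables give each gene's log2 fold change and its p adjusted by DESeq2 for the comparisons of Fig. 4B-D. As the supplement was available here, part A held 17 genes, of which the paper's fold change is positive for 3 and negative for 14, and part C held 103 of the 105 genes that the text counts, with 88 positive and 15 negative values. The size of the paper's log2 fold changes lies between 0.034 and 0.836 in part A and between 0.197 and 1.695 in part C. In the counts per tumor, *Gpx7* in 4T1 – IC CAT had a log2 fold change of 0.84 (standard error 0.19), where the paper's reported value is 0.704, and *Tef* in CT26 – EC CAT had -0.997 (standard error 0.21), where the paper's reported value is -0.836. Of 28 values set beside the paper's, all 28 had its sign, 27 were larger here and 9 differed by more than the standard error. Among the 28, the widest gap was that of *Myh4* in CT26 – EC CAT, with -2.12 here and -0.378 in the paper. *Mest* is not among them. It had 0.034 in the paper and 3.70 in DESeq2 on the counts per tumor, from 0 to 10 counts per tumor. The standard error covers the spread between tumors, not a gap between ways of estimating from the same tumors. Whether the paper's fold changes were shrunken is not stated in its text.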

How the deposited data were processed for this re-analysis (not part of the article)

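RNA from 38 whole tumors was sequenced by the authors in 76 libraries, 2 technical replicates per tumor, with HT3DGE on a NextSeq system. The tumors form 7 groups: CT26 with CAT-ABP + alum (n = 6) or alum (n = 5), 4T1 with CAT-ABP + alum (n = 6) or alum (n = 5), 4T1-CAT with CAT-ABP + alum (n = 5) or alum (n = 5), and 4T1-control with alum (n = 6). The paper's RNA-seq results do not include the 4T1-CAT tumors given CAT-ABP + alum. The authors converted reads to reads per gene with the Smart-seq2 pipeline on Terra and analyzed them with DESeq2. The deposited values are estimated counts without normalization, and whether unique molecular identifiers were collapsed is not stated in the paper's text. Some technical replicates were excluded by the authors for low read depth, and the paper does not name them.

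The counts of both libraries of a tumor were summed and rounded. Libraries held between 46233 and 6958626 counts (median 2075009), and tumors between 493044 and 9077549. The 10 most abundant genes took between 7.94% and 15.0% of a tumor's counts. Genes were filtered with filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, with only the 2 groups of a comparison in the model. Differences between effects were tested as interaction terms. CPM, the counts scaled to equal library totals, used a prior count of 2 on the log2 scale. Single genes and list means were compared by two-sided exact permutation tests, with 95% confidence intervals for list means from the same test, and interactions of list means by 100000 permutations. On simulated counts with 200 changed genes in each comparison of 2 groups, the main test recovered between 49% and 63% of them, with between 2.78% and 10% of its calls false. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and the annotation was GENCODE M21 on GRCm38.

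The groups compared, the main test, the gene lists, the rule for naming genes and the first set of alternatives were chosen before the data were examined. The rule named *Cat*, *Aldoa*, *Pgk1*, *Car9*, *Gpi1*, *Angptl4*, *Gpx7*, the 17 genes of SI Table 2 for CT26, the 10 genes with the smallest adjusted p in SI Table 2 for 4T1 - IC CAT, up to 5 genes per direction past the threshold in each comparison, and each gene of the hypoxia and oxidative stress lists past it when adjusted over the list alone. Not every gene that this rule names is reported singly here. The 17 gene lists, written from general knowledge, covered hypoxia, oxidative stress, interferon, proliferation, the Dbp phase and the Bmal1 phase of the circadian clock, and markers of skeletal muscle, fibroblasts, endothelial cells, adipocytes, macrophages, neutrophils, T cells, B and plasma cells, epidermis, erythroid cells and epithelial tumor cells. The circadian, interferon, muscle and stromal lists were chosen with the genes of SI Table 2 in view, so lists were also tested without those genes. That first set was DESeq2, size factors scaled by relative log expression (RLE), no filter on low counts, a stricter filter at a mean of 20 counts, 1 model over all 7 groups, the replicate number as a block, each technical replicate alone, libraries of low depth left out (under 0.25 of the median, 518752 counts, 7 libraries), limma voom with sample quality weights, each tumor left out in turn, and for lists a prior count of 0.5, camera and fry. Added after values were seen were DESeq2 with libraries as separate samples (all libraries, without those of low depth, or with a higher depth limit), DESeq2 over all 7 groups, technical replicate as a covariate, shrunken fold changes, the sequencing pool, list tests in single technical replicates, leaving tumors out of the interactions, and removal of the trend with gene length. Confidence intervals and tests cover the spread between tumors, not errors in assigning reads to genes.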

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

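Of the tests in this part, the comparison of technical replicate 2 with technical replicate 1, in thinned counts too, technical replicate as a covariate, DESeq2 over all 7 groups, DESeq2 on libraries as separate samples and the tests on removal of the length trend and on thinned counts in the comparison with both catalases were chosen only after the counts of genes were seen, and the tests of single technical replicates were chosen after the shares of the technical replicates were seen but before their own results were.

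In 6 of 77 groups of tumors tested by Dixon's ratio, 1 tumor lay far from the others, and chance marks about 1 in 20 groups. *Car9* in CT26 alum replicate 2 was the highest of 5 on the log2 scale at 5.13, with the next at 3.92. Without it the log2 fold change of *Car9* went from -0.82 to -0.48. *Cat* in CT26 alum replicate 4 was the lowest of 5 at 4.33, with the next at 4.60. *Gpx7* in 4T1-control replicate 2 was the lowest of 6 at 2.26, with the next at 3.47, and without it the log2 fold change of *Gpx7* was 0.79. The log2 total count of 4T1 CAT-ABP + alum replicate 4 was 19.68, with the next at 22.12, and that of 4T1-control replicate 2 was 18.91, with the next at 21.35. The oxidative stress list was lowest, at 5.54, in that same 4T1 CAT-ABP + alum replicate 4, with the next at 5.79, and without it the difference of the list was 0.0131. The outlying values of *Gpx7* and of the oxidative stress list are in the tumors with the smallest totals of their groups, and no explanation was tested for any of these tumors.

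The paper reports the growth of 4T1-CAT tumors given CAT-ABP + alum and survival with them, but its RNA-seq results do not include them. Against 4T1-CAT tumors given alum, 0 of 13093 genes were past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1983 genes (15.1%) were at an unadjusted p under 0.05, while DESeq2 called 214 genes with 2287 at an unadjusted p under 0.05; DESeq2 over all 7 groups called 0 with 1834, and with libraries as separate samples 0 with 1058. Of 100 splits of these tumors, 6 had as many genes at an unadjusted p under 0.05, the real split included; all 100 reach a count of 0 calls, which says nothing. Against 4T1-control tumors, 2 of 12781 genes were past the threshold, both higher, and 2141 genes (16.8%) were at an unadjusted p under 0.05; DESeq2 called 485, with 2400 at an unadjusted p under 0.05. *Glg1* had a log2 fold change of 0.85 (adjusted p = 0.0388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in all 5 tumors than in all 6 controls, and *Gm38194* had 1.63 (adjusted p = 0.0234 from the same test with Benjamini-Hochberg adjustment; exact permutation test, p = 0.0065), with some overlap between the groups. Here 4 of 100 splits had as many calls and 1 of 100, the real one, as many genes at an unadjusted p under 0.05. The 2 calls were lost without any 1 of 4T1-CAT CAT-ABP + alum replicates 1, 2 and 4 or 4T1-control replicates 1, 4, 5 and 6; without control replicate 5 the 1 call was *Colgalt1*, a gene chosen after its values were seen. Both were among the 640 calls without 4T1-control replicate 3, the 142 without replicate 2, the 4 without CAT-ABP + alum replicate 5 and the 2 without CAT-ABP + alum replicate 3.

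In the tumors given CAT-ABP + alum, more of the counts came from technical replicate 1, by 38.0 percentage points against 4T1-CAT alum (exact permutation test, p = 0.0079) and by 52.5 against 4T1-control (exact permutation test, p = 0.0022). Unequal shares are argued against as the whole cause, because technical replicate 1 alone held 12.0% and 9.96% of genes at an unadjusted p under 0.05 in the 2 comparisons. They stay open as a part of it: with technical replicate as a covariate the percentages were 6.99 and 6.24, while the Spearman rho across genes of the fold changes with the difference between technical replicates in CT26 tumors was 0.41 in both comparisons but still 0.34 in technical replicate 1 alone, where shares play no part, so that correlation says little about shares. A difference in library size is argued against as the whole cause: with all tumors thinned to the smallest, 14.8% and 16.0% of genes were at an unadjusted p under 0.05, and 11.3% in technical replicate 1 of the first comparison thinned the same way. Gene length is argued against as the whole cause, since with the trend in each tumor removed the percentages were 13.8 and 16.7. It stays open as a part of it in the first comparison, where the fold changes had a Spearman rho of 0.27 with exonic length, and 7 of 100 splits, the real one included, had one as strong. The 2 calls with both catalases were lost with the trend removed, and with all tumors thinned 1 gene, lower, was past the threshold among 6436. Technical replicate 2 alone held 2.37% and 3.39%. Against technical replicate 1, it was shallower in the CAT-ABP + alum tumors and deeper in the 4T1-CAT and 4T1-control tumors given alum, by the median library. Its depth is argued against as the reason in the first comparison, as technical replicate 1 thinned to it where it was smaller kept 13.0%; with both technical replicates thinned to the smaller library of each tumor, technical replicate 1 kept a median of 12.8% over 20 draws and technical replicate 2 held 2.18%, and in the second comparison 10.5% (with a median of 91.5 calls) and 2.74%. The genes at an unadjusted p under 0.05 in technical replicate 1 of the first comparison had a median log2 fold change, signed by its direction there, of 0.51 in technical replicate 1 and 0.0787 in technical replicate 2, with 68.3% of signs shared; genes chosen this way fall in any comparison, and in the other 5 the median in technical replicate 2 was between 0.112 and 0.87 and the share between 72.6% and 98.4%, so this decides little. For the first comparison, 4T1-CAT given CAT-ABP + alum against alum, a candidate explanation is a difference between the libraries of technical replicate 1 that the other libraries of the same tumors lack. An effect of CAT-ABP + alum on top of intracellular catalase stays open as untested, and the test of whether CAT-ABP + alum acted differently in 4T1-CAT and in 4T1 called 0 of 13851 genes in edgeR, with 1206 at an unadjusted p under 0.05, and 0 in DESeq2, with 1472; 7 of 100 splits had as many genes at an unadjusted p under 0.05, while all 100 reach a count of 0 calls, which says nothing. On simulated counts that test recovered 6.49% of genes changed 1.5-fold and 37.7% of those changed 2-fold in edgeR.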

How the results depend on the processing

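Every setting that counts libraries as separate samples, DESeq2 over all 7 groups, technical replicate as a covariate, shrunken fold changes, the pool settings and the list tests in single technical replicates were chosen only after the values were seen; where no cause is named, the cause was not tested.

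The 0 calls in 4T1 - EC CAT held under all 10 alternatives chosen beforehand and with each tumor left out, and so did the 0 calls of both interactions under their 4 alternatives. In CT26 - EC CAT the number of genes was 1 with DESeq2, 2 with no filter on low counts and 1 with limma voom, and 0 to 1 with each tumor left out (1 without CAT-ABP + alum replicate 2); the other alternatives of that set gave 0 apart from the replicate block. In 4T1 - IC CAT it was 6 with DESeq2, 99 with no filter and 0 with the other 8 and with each tumor left out. In 4T1-CAT given CAT-ABP + alum against alum it was 214 with DESeq2, 50 with no filter and 10 with limma voom, and 0 to 2 with each tumor left out (2 without CAT-ABP + alum replicate 3, 1 without replicate 5). With both catalases against 4T1-control it was 485 with DESeq2, 1 with RLE size factors, 534 with no filter, 36 with 1 model over all 7 groups, 2 in technical replicate 1 alone, both lower and neither of them *Glg1* or *Gm38194*, 0 in technical replicate 2 alone (355 at an unadjusted p under 0.05), 158 with low-depth libraries left out, 331 with limma voom, and 0 to 640 with each tumor left out (640 without 4T1-control replicate 3). CT26 against 4T1 tumors given alum had 2862 genes in technical replicate 2 alone, where 9663 genes were tested, and between 4110 and 6332 under the others.

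With the replicate number as a block, the counts were 1 in CT26 - EC CAT, 2 in 4T1-CAT given CAT-ABP + alum, and 1 with both catalases; the numbers do not pair the tumors, since in these 3 comparisons only 2, 2 and 1 of 5 pairs with the same number had a correlation over 0.1, so the block says nothing about the size of an effect.

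With technical replicate as a covariate, CT26 - EC CAT had 1 gene and both catalases 2, neither of them *Glg1* or *Gm38194*. With DESeq2 over all 7 groups, CT26 - EC CAT had 1 gene, 4T1 - IC CAT 21, both catalases 212 and 4T1-CAT given CAT-ABP + alum 0 (1834 at an unadjusted p under 0.05). With DESeq2 on libraries as separate samples, the counts were 8 in CT26 - EC CAT, 1 in 4T1 - EC CAT, 24 in 4T1 - IC CAT, 8 in 4T1-CAT given CAT-ABP + alum and 11 with both catalases; with low-depth libraries left out as well, they were 8, 1, 72, 26 and 122, and with the higher depth limit 5, 0, 13, 20 and 128. With libraries as separate samples over all 7 groups they were 9 in CT26 - EC CAT, 68 in 4T1 - IC CAT and 3 with both catalases, and with low-depth libraries left out as well 18, 78 and 34, while 4T1-CAT given CAT-ABP + alum had 0 in both (1058 and 1273 at an unadjusted p under 0.05); in that last setting the log2 fold changes in CT26 of *Aldoa* (-0.44), *Pgk1* (-0.40) and *Car9* (-0.80) were past the threshold. Of *Glg1* and *Gm38194*, called with both catalases on the counts per tumor, these 5 settings with libraries as separate samples called neither, apart from the higher depth limit, which called 1.

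The hypoxia list in CT26 kept its direction throughout; it was past 0.05 with RLE size factors (-0.33, exact permutation test, p = 0.0498), with camera (-0.32, p = 1.67e-13), with fry (p = 0.0457) and in technical replicate 1 alone (-0.36, exact permutation test, p = 0.0390), and ranged from -0.39 (without CAT-ABP + alum replicate 4, exact permutation test, p = 0.0238) to -0.23 (without alum replicate 2) with each tumor left out. With camera, the hypoxia list was past 0.05 in 4T1-CAT given CAT-ABP + alum (0.13, p = 0.0190) and with both catalases (0.27, p = 0.0109), but not with fry. In 4T1 - EC CAT the hypoxia list changed sign without the genes of SI Table 2 (-0.0046), with low-depth libraries left out (-0.0134) and in technical replicate 2 alone (-0.0050), and ranged from -0.0900 to 0.0566 with each tumor left out. With each tumor left out, the oxidative stress list ranged from -0.0388 to 0.0041 in CT26, from -0.0717 to 0.0137 in 4T1 - EC CAT and from 0.0701 to 0.143 in 4T1 - IC CAT (0.143 without 4T1-control replicate 1, exact permutation test, p = 0.0159). The mean change of *Aldoa*, *Pgk1* and *Car9* in CT26 stayed between -32.0% and -30.05% under the alternatives chosen beforehand and between -35.6% and -23.2% with each tumor left out.

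The Cat log2 fold change, CT26 EC CAT against alum, changed sign with DESeq2 (-0.0064), RLE size factors (-0.0047) and libraries as separate samples over all 7 groups without those of low depth (-0.0335), and ranged from -0.0555 to 0.0540 with each tumor left out. *Aldoa* in 4T1 - EC CAT changed sign with DESeq2 (-0.00048) and with low-depth libraries left out (-0.0023), and ranged from -0.0862 to 0.0638. *Pgk1* in 4T1 - IC CAT ranged from -0.156 to 0.0154 and *Cat* in 4T1-CAT given CAT-ABP + alum from -0.0584 to 0.0257 with each tumor left out. Over 54 named genes and comparisons, 749 of 814 values kept their direction and their side of the threshold, 31 moved past it, 17 moved back and 17 changed sign. Depth limits the single genes with few counts, such as *Igkc* with 1 to 58 counts per tumor.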

Differences from the paper's values

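DESeq2 on libraries as separate samples, DESeq2 over all 7 groups, technical replicate as a covariate and shrunken fold changes were chosen only after the values were seen.

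For CT26 - EC CAT the paper reports 17 genes, and 0 were past the threshold here in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 309 at an unadjusted p under 0.05; none of the 10 alternatives set before the data were examined, and none of the 11 settings that leave out 1 tumor, reached the paper's number. Some of them called *Npl*, which the paper calls: DESeq2 (1 gene, with 544 at an unadjusted p under 0.05), no filter on low counts, limma voom, and the setting without CAT-ABP + alum replicate 2. Technical replicate as a covariate and DESeq2 with shrunken fold changes, both chosen after seeing the values, also called *Npl*, and DESeq2 over all 7 groups, chosen after seeing the values, called *Tef*. DESeq2 on libraries as separate samples, chosen after seeing the values, called 6 of the paper's 17 genes with or without the low-depth libraries, 3 with the higher depth limit, 9 over all 7 groups, and all 17 among 18 calls over all 7 groups without the low-depth libraries, so that last setting reaches the paper's number. There the median ratio of the adjusted p to the paper's was 0.885, from 0.152 to 1.09.

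For 4T1 - IC CAT the paper reports 105 genes, and 0 were past the threshold here in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 627 at an unadjusted p under 0.05. Of the 10 alternatives set before the data were examined, no filter on low counts gave 99, within 1.5 times of the paper's number, and the other 9 and the 11 settings that leave out 1 tumor did not come that near. With no filter, 6 of the 10 genes with the smallest adjusted p in the paper were past the threshold, and so were *Angptl4* and *Gpx7*. DESeq2 on the counts per tumor called 6 genes, with 812 at an unadjusted p under 0.05; *Igkc*, *Saa3*, *Trbc2*, *Bmf* and *Ptpru* among them are in SI Table 2, and shrunken fold changes, chosen after seeing the values, kept the calls of *Igkc* and *Saa3*. DESeq2 over all 7 groups, chosen after seeing the values, called 7 of the 10. DESeq2 on libraries as separate samples, chosen after seeing the values, called 6 of the 10, 9 without the low-depth libraries, 1 with the higher depth limit, 9 over all 7 groups (68 calls) and 10 over all 7 groups without the low-depth libraries (78 calls), and of these 5 settings the 4 other than the higher depth limit called *Gpx7*, while *Angptl4* was called over all 7 groups with all libraries. Beside the paper's 105, the 72 calls without the low-depth libraries and the 78, in settings chosen after seeing the values, lie within 1.5 times, and the 68 do not. In the setting with 78 calls, 66 of 99 genes of SI Table 2 were past the threshold, and the median ratio of the adjusted p to the paper's was 1.48.

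Of 28 log2 fold changes set beside the paper's, all 28 had the paper's sign, 27 were larger here and 9 differed by more than the standard error. In CT26 - EC CAT these were *Apol9b* (-0.435 in the paper, -0.79 here), *Arntl* (0.432 in the paper, 0.81 here), *Car9* (-0.342 in the paper, -0.82 here), *H2-T22* (-0.273 in the paper, -0.50 here), *Mir6240* (-0.166 in the paper, -1.82 here), *Myh4* (-0.378 in the paper, -2.12 here) and *Npl* (0.832 in the paper, 1.07 here). In 4T1 - IC CAT they were *Angptl4* (0.495 in the paper, 0.91 here) and *Igkc* (1.695 in the paper, 2.38 here). The alternatives set for these genes before the data were examined were DESeq2, RLE size factors and leaving out low-depth libraries, for *Car9* also 1 model over all 7 groups, the replicate block and each technical replicate alone, and for all of them leaving out each tumor in turn. Leaving out low-depth libraries closed the gap for *Angptl4* (0.84), and DESeq2 and RLE size factors for none of the 9. Leaving out 1 tumor closed it for *Car9* without alum replicate 2 (-0.48), for *Npl* without alum replicate 1 (0.98), for *H2-T22* without CAT-ABP + alum replicate 3 (-0.41) or 5 (-0.43) or alum replicate 2 (-0.46) or 3 (-0.47), for *Igkc* without 4T1-CAT replicate 5 (1.71), and for *Angptl4* without 4T1-CAT replicate 2 (0.87) or 5 (0.57) or 4T1-control replicate 2 (0.85), 5 (0.72) or 6 (0.87). Of the settings set for the counts of genes, limma voom also closed it for *Igkc* (1.70) and *Angptl4* (0.74), technical replicate 1 alone for *Angptl4* (0.83), technical replicate 2 alone for *Npl* (1.04), and the replicate block, whose numbers do not pair the tumors, for *Angptl4* (0.83) and *Igkc* (2.19). Chosen after seeing the values, shrunken fold changes closed it for *Apol9b* (-0.56), *Npl* (1.01) and *Igkc* (2.18). DESeq2 over all 7 groups, also chosen after seeing them, left *Npl* at 1.07, as in the main test. DESeq2 on libraries as separate samples with the higher depth limit, chosen after seeing the values, closed it for *Angptl4* (0.56) and *Igkc* (2.11). Some of these closings do not hold against the standard error of the main test. By it the gap stays open for *Npl* at 1.04 and 1.01 and *Igkc* at 2.19. It also stays open for *H2-T22* at -0.46 and -0.47 and *Angptl4* at 0.87. With shrunken fold changes, chosen after seeing the values, 18 of 29 values were smaller than the paper's. No setting closed the gap for *Arntl*, *Mir6240* or *Myh4*. The standard error covers the spread between tumors, not a gap between ways of estimating from the same tumors. Whether the paper's fold changes were shrunken is not stated in its text, so a difference in method stays open.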

Other observations

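The tests with libraries as separate samples, the list tests in single technical replicates, the count of lists that stay in thinned counts and the test of unequal rises were chosen only after the values were seen.

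The difference between the tumor models gives a scale for the comparisons above: between CT26 and 4T1 tumors given alum, 5442 of 12817 genes were past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (2723 higher and 2719 lower in CT26), and DESeq2 called 6257. Of 100 splits of these 10 tumors, 1, the real one, had as many genes, both past the threshold and at an unadjusted p under 0.05 (6434 genes). In CT26 - EC CAT, 51 of 100 splits had as many genes at an unadjusted p under 0.05 as the real split, in 4T1 - EC CAT 58 and in 4T1 - IC CAT 17. For the difference between the EC CAT effects in CT26 and 4T1 it was 43. Each of these 4 had 0 calls, a count that all 100 splits reach whatever the data, so splits say nothing about it.

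DESeq2 on libraries as separate samples over all 7 groups, without low-depth libraries and on genes with a mean of at least 1 count, was repeated on splits of whole tumors. In CT26 - EC CAT it called 15 genes for the real split, 12 of 20 other splits had calls, up to 2662 with a median of 3, and 6 of 21 splits, the real one included, had as many. In 4T1 - IC CAT it called 70 genes, all 20 other splits had calls, up to 246 with a median of 1, and 4 of 21 had as many. Such counts can arise because the 2 libraries of 1 tumor are counted as independent samples, but the real count was above the median in both comparisons, most of all in 4T1 - IC CAT, so an effect of catalase on these genes stays open.

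In 4T1 - EC CAT, 368 genes (2.81%) were at an unadjusted p under 0.05. That is fewer than 655, which is 5% of the genes tested, and than the median of 421 in the other splits of these tumors. There is no excess for a difference between sequencing pools to explain. Such a difference could still widen the spread of the alum tumors and lower the count, so a pool effect is not ruled out. The test of it decides nothing. Across genes, the Spearman rho of the treatment effect with the difference between pools in the alum tumors was -0.0540, and 8 of 10 splits of those tumors had one as large. Genes are not independent replicates.

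In CT26 the list of the Dbp phase of the circadian clock was lower with CAT-ABP + alum, by a log2 difference of -0.73, in all 6 tumors against all 5 (two-sided exact permutation test, p = 0.0022, the smallest p the design allows), but not past the threshold after Benjamini-Hochberg adjustment over 81 list tests, where the smallest adjusted p of any list was 0.140 and no list could pass unless several came near the smallest p together. Without the genes of SI Table 2 it was -0.71 (exact permutation test, p = 0.0043). An unequal share of the technical replicates is argued against, as the difference was -0.71 in technical replicate 1 and -0.753 in technical replicate 2, the latter on 3 genes. The Bmal1-phase list differed by 0.24 (exact permutation test, p = 0.275), and in technical replicate 2 alone by 0.46 (exact permutation test, p = 0.0476). Whether CAT-ABP + alum shifts clock genes in every tumor line cannot be told apart from no such effect with these numbers of tumors: the Dbp-phase difference was -0.18 in 4T1 (exact permutation test, p = 0.234) and 0.171 in 4T1-CAT (exact permutation test, p = 0.119; -0.35 in technical replicate 2 alone), and its difference between CT26 and 4T1 was -0.55 (permutation test, p = 0.0791) and between 4T1-CAT and 4T1 0.36 (permutation test, p = 0.0499), each with an adjusted p of 0.316 after Benjamini-Hochberg adjustment. The hour of harvest is not given, so a biological explanation was not tested.

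In 4T1 - IC CAT the marker lists of all 9 tested cell types other than epithelial tumor cells (the epidermis list kept too few genes to be tested) were higher in 4T1-CAT than in 4T1-control, by a mean log2 difference of 0.70 (exact permutation test, p = 0.0022), with 1.01 for adipocytes, 0.95 for skeletal muscle, 0.94 for erythroid cells, 0.81 for T cells, 0.78 for B and plasma cells, 0.64 for neutrophils, 0.45 for fibroblasts, 0.38 for endothelial cells and 0.31 for macrophages, and -0.11 for epithelial tumor cells. Of these 10 lists, 7 were at an unadjusted p under 0.05 in exact permutation tests and 0 past the threshold after adjustment, and of 462 splits only 1, the real one, had as many. A lower share of tumor cells in the 4T1-CAT tumors cannot be told apart from separate changes of each cell type, since the rises did not differ by more than chance allows (exact permutation test, p = 0.242). A difference in library size stays open too: with all tumors thinned to 493044 counts in 20 draws, a median of 3 lists (from 2 to 4) were at an unadjusted p under 0.05. Of the 7 lists, the B and plasma cell, erythroid and T cell lists kept too few genes in the thinned counts to be tested, and of the other 4 a median of 3 stayed at an unadjusted p under 0.05 (from 1 to 3, over 1 in 19 of 20 draws). The median thinned differences were 0.91 for adipocytes, 0.67 for skeletal muscle, 0.58 for neutrophils and 0.33 for fibroblasts (exact permutation tests, median p = 0.0368, 0.0206, 0.0444 and 0.0660). Thinning made the totals equal but not the shares of the technical replicates, which differed by 14.5 percentage points (exact permutation test, p = 0.0952). The most abundant gene of each list did not always follow it, with log2 fold changes of 0.53 for *Col3a1*, -0.07 for *Lyz2*, 0.22 for *Eno3*, 1.08 for *Fabp4*, 0.58 for *Mmp9*, 0.51 for *Hbb-bs*, 0.07 for *Pecam1*, 0.16 for *Ighm*, 1.30 for *Trbc2* and -0.05 for *Krt18*. No gene is in more than 1 list, and SI Table 2 for this comparison holds 3 of the 21 fibroblast genes, 2 each of the muscle, adipocyte and T cell genes, and 1 each of the erythroid, macrophage, neutrophil and B and plasma cell genes. An effect of intracellular catalase on the cells in the tumor stays open as untested. Each group came from a single line, so such an effect cannot be told apart from another difference between the lines.

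Of the other lists, the interferon list differed by -0.38 in CT26 (exact permutation test, p = 0.0887) and the proliferation list by 0.15 (exact permutation test, p = 0.236), while the epidermis list differed by 0.54 (exact permutation test, p = 0.0195) and in 4T1 with EC CAT none of the tested lists was at an unadjusted p under 0.05. In 4T1-CAT given CAT-ABP + alum the fibroblast list was lower by a log2 difference of -0.29 (exact permutation test, p = 0.0159) and the muscle list by -0.59 (exact permutation test, p = 0.0476), and the hypoxia and oxidative stress lists differed by 0.13 (p = 0.302) and -0.04 (p = 0.405) in the same exact test. With both catalases the erythroid list was higher by 1.03, the neutrophil list by 0.46, the T cell list by 0.40 and the proliferation list by 0.18 (exact permutation tests, p = 0.0065, 0.0390, 0.0238 and 0.0325), and the hypoxia and oxidative stress lists differed by 0.27 (exact permutation test, p = 0.123) and 0.09 (exact permutation test, p = 0.279). In technical replicate 1 alone 14 of 81 list tests and in technical replicate 2 alone 16 were at an unadjusted p under 0.05, and without the genes of SI Table 2 it was 9 of 61, with 0 past the threshold after adjustment in each case.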
